# Transcriptomics and Metabolomics Integration Reveals Redox-Dependent Metabolic Rewiring in Breast Cancer Cells

**DOI:** 10.3390/cancers13205058

**Published:** 2021-10-09

**Authors:** Marcella Bonanomi, Noemi Salmistraro, Giulia Fiscon, Federica Conte, Paola Paci, Valentina Bravatà, Giusi Irma Forte, Tatiana Volpari, Manuela Scorza, Fabrizia Mastroianni, Stefano D’Errico, Elenio Avolio, Gennaro Piccialli, Anna Maria Colangelo, Marco Vanoni, Daniela Gaglio, Lilia Alberghina

**Keywords:** CtBP2, cancer metabolic rewiring, epigenetics, transcriptomics, metabolomics integration

## Abstract

**Simple Summary:**

Metabolic rewiring fuels cancer proliferation by enhanced glycolysis and the increased NADH/NAD^+^ ratio. In this study, we highlight the critical role of NADH in the epigenetic landscape mediated by CtBP2 (C-terminal binding protein 2) activation, linking metabolism to epigenetic transcriptional reprogramming. Moreover, using metabolomics and transcriptomics integration, we show that genetic and pharmacological down-regulation of CtBP2 strongly reduces cell proliferation by modulating the redox balance, nucleotide synthesis, reactive oxygen species (ROS) generation, and scavenging. Therefore, we provide evidence that metabolic rewiring plasticity regulates the crosstalk between metabolism and the transcriptional program that sustains energetic and anabolic demands in cancer cells.

**Abstract:**

Rewiring glucose metabolism toward aerobic glycolysis provides cancer cells with a rapid generation of pyruvate, ATP, and NADH, while pyruvate oxidation to lactate guarantees refueling of oxidized NAD^+^ to sustain glycolysis. CtPB2, an NADH-dependent transcriptional co-regulator, has been proposed to work as an NADH sensor, linking metabolism to epigenetic transcriptional reprogramming. By integrating metabolomics and transcriptomics in a triple-negative human breast cancer cell line, we show that genetic and pharmacological down-regulation of CtBP2 strongly reduces cell proliferation by modulating the redox balance, nucleotide synthesis, ROS generation, and scavenging. Our data highlight the critical role of NADH in controlling the oncogene-dependent crosstalk between metabolism and the epigenetically mediated transcriptional program that sustains energetic and anabolic demands in cancer cells.

## 1. Introduction

Cancer is a complex, multifactorial disease that originates and establishes due to a complex interplay of oncogenic mutations, epigenetic alterations, and metabolic rearrangements that affect cancer cells’ proliferation, survival, and differentiation. An alteration of metabolism, notably the energetic metabolism, is recognized as a cancer hallmark [1] and is a crucial component of cellular transformation [2]. Indeed, metabolism may act as an integrator of multiple intertwined regulatory layers, thus we can identify a specific metabolic footprint for each physio-pathological situation [3].

Alterations in proto-oncogenes, such as *Ras* and *MYC*, or the loss of tumor suppressors (such as *TP53* and *VHL*), promote metabolic rewiring compared to normal tissues [4,5,6,7,8,9,10]. A hyper-glycolytic phenotype (Warburg effect) occurs not only in hypoxic conditions, typical of avascular tumor mass or in the presence of mitochondrial dysfunction, but also under conditions in which the available oxygen is not sufficient to fully oxidize glucose and glutamine, as it is often the case even under normoxic conditions [11]. Cancer cells can engage glucose or glutamine metabolism as a function of the availability of one or the other, thereby developing environmental adaptation under stress conditions [12]. Besides the Warburg effect, cancer metabolic rewiring may involve elevated rates of lipid biosynthesis [13,14].

Metabolites such as ATP, acetyl-CoA (AcCoA), reactive oxygen species (ROS), and enzymes with critical roles in metabolic regulation may act on different signaling pathways controlling tumor growth [15,16,17], with the effect of an abnormal NAD^+^/NADH balance ratio [5,6]. A shift in the NAD^+^/NADH redox balance profoundly influences specific proteins that directly utilize oxidized or reduced NADH as cofactors, ligands, or substrates and can influence epigenetic regulatory events. Usually, deregulation of the redox potential is associated with these metabolic changes due to excessive ROS production by enhanced or dysfunctioning oxidative phosphorylation (OXPHOS), or due to the different usage of reducing equivalents (i.e., NADH/NADPH) in metabolic reactions, including those required for ROS detoxification [5].

The C-terminal binding proteins CtBP1 and CtBP2 are transcriptional co-regulators. They interact with DNA-binding transcription factors and recruit transcription complexes, including several chromatin-modifying proteins able to modify the target genes [18,19,20] epigenetically. As a result, CtBPs silence or activate the expression of tumor suppressor genes and proto-oncogenes. CtBP1 and CtBP2 form homo and heterodimers that are active co-transcriptional regulators. CtBP1 and CtBP2 share a highly conserved 5–6 amino acids binding motif (PXDLSK) that is able to adapt its conformation when bound to either NAD^+^ or NADH [21]. The binding affinity of CtBP is over 100-folds higher for NADH than NAD^+^, suggesting that these proteins play an essential role as metabolic sensors of the redox status, able to control epigenetic modifications that influence cellular development, function, and fate [22].

Several studies have provided evidence that CtBPs play a broad role in cancer evolution and progression by controlling gene expression of various transcriptional regulators and gene networks [23,24]. Many of these networks are associated with malignant behavior in several cell types [21]. CtBP plays a significant role in the incidence, growth, and progression of human tumors by recruitment and interaction with multiple genes involved in various processes, such as differentiation, cell proliferation, and development [21]. Indeed, global profiling of CtBP in breast cancer cells showed that many of the CtBP target genes are involved in significant cancer pathways, including the promotion of uncontrolled growth, resistance to chemotherapy, and invasion and metastasis of more aggressive cancer forms [25]. These tumors also present the worst clinical outcomes with high mortality within the first five years after diagnosis [25]. CtBP increases glutamate dehydrogenase activity and promotes glutaminolysis by repressing SIRT4 expression as a function of glucose concentration: thus, the CtBP-SIRT4-GDH may be part of the mechanism coordinating the metabolism of glucose and glutamine in cancer cells [26].

In this study, we show that down-regulation of the expression of the CtBP NADH-dependent transcriptional co-regulators reduces cell proliferation in a breast cancer cell line more than in untransformed, immortalized breast cell lines, partially reverting the oncogene-dependent intertwined metabolic and transcriptional rewiring that sustains energetic and anabolic demands in breast cancer cells.

## 2. Materials and Methods

### 2.1. Cell Culture

MDA-MB231 and MCF102A cell lines were obtained from the American Type Culture Collection (ATCC) (LGC Standard, Teddington, UK). The MDA-MB231 cell line was grown in Dulbecco’s modified Eagle’s medium (DMEM) containing 4 mM of L-glutamine, supplemented with 10% fetal bovine serum. The MCF102A cell line was maintained in DMEM/F-12 containing 5% horse serum, 2.5 mM L-glutamine, 20 ng/mL EGF, 100 ng/mL cholera toxin, 0.01 mg/mL insulin, and 500 ng/mL hydrocortisone. All media were supplemented with 100 U/mL penicillin and 100 µg/mL streptomycin, and cells were incubated at 37 °C in a 5% CO_2_ incubator. All reagents for media were purchased from Life Technologies, Waltham, MA, USA.

### 2.2. Cell Proliferation Analysis

Cells were plated in 6-well plates in the appropriate normal growth medium. For proliferation curves under nutrient deprivation conditions, the culture medium was replaced after 18 h with either normal growth medium, low-glutamine medium (0.5 mM Gln), or low-glucose medium (1 mM Glc). Cells were collected and counted after 24, 48, 72, and 144 h. For dose-response curves, the culture medium was replaced after 18 h with the normal growth medium and the drugs sodium 2-hydroxyimino-3-phenylpropanoate (HIPP), sodium 2-hydrazone-3-phenylpropanoate (P4), and 4-methylthio-2-oxobutanoate (MTOB) were added at the indicated concentrations. Cells were counted after 24 h. For time-course experiments, the culture medium was replaced after 18 h with the normal growth medium and drugs were added (HIPP 400 μM–P4 300 µM). Cells were collected and counted after 24, 48, 72, and 144 h.

### 2.3. Metabolites Quantification in the Media Samples

Absolute quantification of glucose, lactate, glutamine, and glutamate in spent media was determined enzymatically using the YSI2950 bioanalyzer (YSI Incorporated, Yellow Springs, OH, USA). Media collected from experiments were thawed and centrifuged at 2000× *g* rpm for 5 min prior to analysis. The YSI bioanalyzer employed enzyme-based biosensors for measuring glucose, lactate, glutamate, and glutamine concentrations. The biosensors used oxidases-containing membranes for oxidizing substrates, releasing hydrogen peroxide. The hydrogen peroxide was detected amperometrically at a platinum electrode surface. The current flow at the electrode was directly proportional to the hydrogen peroxide concentration and hence to the substrate concentration. Glucose, lactate, glutamine, and glutamate standard solutions were used to calibrate the instrument. Glucose and glutamine consumption as well as lactate and glutamate release were calculated as follows: consumption = mmol/L of compound in fresh complete media–mmol/L of compound in cultured media and release = mmol/L of compound in cultured media–mmol/L of compound in fresh complete media. The rates were reported as mmol/L per 10^5^ cells.

### 2.4. Metabolite Extraction from Cell Culture

For untargeted experiments, cells were plated in 6-well plates with normal growth medium; the culture medium was replaced after 18 h with complete fresh medium in the presence or absence of treatments and cells were then incubated for 48 h. For labeling experiments, cells were incubated for 48 h in fresh media supplemented with 25 mM U-^13^C_6_-Glc for MDA-MB231 or 17.5 mM for MCF102A (purchased by Cambridge Isotope Laboratories, Tewksbury, MA, USA) in the presence or absence of treatments.

For metabolites extraction for LC-MS analysis, cells were quickly rinsed with NaCl 0.9% and quenched with 500 µL ice-cold 70:30 acetonitrile:water. Plates were placed at −80 °C for 10 min, collected by scraping, sonicated twice for 5 s for five pulses at 70% power, and then centrifuged at 12,000× *g* for 10 min at 4 °C. The supernatant was collected in a glass insert and evaporated under airflow at 37 °C. Samples were then resuspended with 150 μL of H_2_O before analyses.

### 2.5. LC-MS Metabolic Profiling

LC separation was performed using an Agilent 1290 Infinity UHPLC system and an InfintyLab Poroshell 120 PFP column (2.1 × 100 mm, 2.7 μm; Agilent Technologies, Santa Clara, CA, USA). The injection volume was 15 μL at a flow rate of 0.2 mL/min with column temperature set at 35 °C. Both mobile phase A (100% water) and B (100% acetonitrile) contained 0.1% formic acid. LC gradient conditions were: 0 min: 100% A; 2 min: 100% A; 4 min: 99% A; 10 min: 98% A; 11 min: 70% A; 15 min: 70% A; and 16 min: 100% A with 5 min of post-run. MS detection was performed using an Agilent 6550 iFunnel Q-TOF mass spectrometer with the Dual JetStream (Agilent Technologies, Santa Clara, CA, USA) source operating in negative ionization mode. MS parameters were: gas temperature: 285 °C; gas flow: 14 L/min; nebulizer pressure: 45 psig; sheath gas temperature: 330 °C; sheath gas flow: 12 L/min; VCap: 3700 V; fragment: 175 V; skimmer: 65 V; and octopole RF: 750 V. Active reference mass correction was done through a second nebulizer using the reference solution (*m/z* 112.9855 and 1033.9881) dissolved in the mobile phase 2-propanol-acetonitrile-water (70:20:10 *v/v*). Data were acquired from *m/z* 60–1050. Data analysis and isotopic natural abundance correction were performed using MassHunter Profinder (version 10.0.2), which is part of the MassHunter VistaFlux software (version 1.9.0). Data preprocessing was performed using the Batch Targeted Feature Extraction algorithm and Agile 2 algorithm, and using the Batch Isotopologue Extraction algorithm for labeling data preprocessed, and both are included in the Profinder MassHunter VistaFlux software. This software assigned identities to metabolites by searching against an in-house compound database built with Agilent PCDL Manager (version B.08.00) based on the metabolite formula and its corresponding retention time (RT, File S7) with a score > 75%. In particular, batch targeted feature extraction parameters are: mass tolerance, ±10 ppm, RT, ±0.2 min, and EIC windows, ±1 min. The feature files generated containing extracted compound features and sample group information were imported into the Metaboanalyst 5.0 software for statistical analysis (File S1).

### 2.6. Seahorse Oxygen Consumption Rate

According to the manufacturer’s instructions, the cellular oxygen consumption rate (OCR) was measured by the Seahorse XF extracellular flux analyzer (Seahorse Bioscience Inc., North Billerica, MA, USA). Briefly, cells were seeded in Seahorse XF 24-well assay plates at a cell density of 20,000 cells per well in normal growth medium. After overnight attachment, the medium was washed and replaced with a pre-warmed assay medium (non-buffered DMEM supplemented with 1 mM sodium pyruvate, 25 mM glucose, and 4 mM glutamine, pH 7.4), and incubated in a non-CO_2_ incubator at 37 °C for 60 min. Basal levels of OCR were recorded, followed by the mitochondrial stress test using the inhibitor of ATP synthase oligomycin (1 μM), the uncoupler FCCP (1 μM), or the electron transport inhibitor rotenone/antimycin A (0.5 μM).

### 2.7. NADH/NAD^+^ Quantification

According to the manufacturer’s protocol, total cellular NADH and NAD+ levels were measured using the NAD^+^/NADH Quantification Kit (BioVision Inc, Milpitas, CA, USA). Briefly, 200,000 cells were extracted by homogenization in NADH/NAD extraction buffer. Samples were then directly used to detect total NAD. One aliquot was heated at 60 °C for 30 min to clear all NAD^+^ species and detect NADH. Colorimetric measurements were performed at OD 450 nm every 15 min up to 2 h using a Cary 60 ultraviolet-visible spectrophotometer (Agilent Technologies, Santa Clara, CA, USA). Quantitation was based on an NADH standard curve.

### 2.8. ROS Levels Measurement

ROS levels were measured using the DCFDA Cellular ROS Detection Assay Kit (Abcam, Cambridge, UK). Cells were harvested and stained with 20 μM 2′,7′–dichlorofluorescin diacetate (DCFDA) for 30 min at 37 °C. After that, cells were washed and fluorescence was measured at excitation/emission wavelengths of 485 nm and 535 nm, respectively, using the Cary Eclipse Fluorescence Spectrophotometer (Agilent Technologies, Santa Clara, CA, USA).

### 2.9. Stable Transfection

MDA-MB231 cells were plated in a 24-well plate at 80,000 cells/well density. Culture medium was replaced after 24 h with complete fresh medium and after 1 h, cells were transfected. The transfection was performed by mixing 0.5 μg of shRNA clone (shRNA clone set against Human NM_001329.2 and a scrambled control) (GeneCopoeia, Rockville, MD, USA) diluted in serum-free high-glucose DMEM and 1.5 μL of GenjetTM Reagent (ver. II) diluted in serum-free high-glucose DMEM (SignaGen Laboratories, Frederick, MD, USA) according to the manufacturer’s instructions. Cells were subsequently cultured for an additional 18 h, after which the medium was replaced with complete medium and Puromycin selection was performed for 1 week. Transfection efficiency was determined as the percentage of cells expressing GFP using the Countess^®^ II FL Automated Cell Counter equipped with the EVOS^®^ light cubes (Thermo Fisher Scientific, Waltham, MA, USA).

### 2.10. Real-Time PCR

Total RNA was purified using the Direct-zol RNA Miniprep Plus Kit (ZymoResearch, Irvine, CA, USA) according to the manufacturer’s instructions and was reverse transcribed using the SuperScript IV- First-Strand Synthesis Kit (Thermo Fisher Scientific Waltham, MA, USA). Real-time PCR was performed in a MiniOpticon detection system (Bio-Rad, Hercules, CA, USA) using the SsoFast EvaGreen Supermix (Bio-Rad Hercules, CA, USA). Primers were purchased from Eurofins Genomics and are shown in Table S1. For the normalization, glyceraldehyde-3-phosphate dehydrogenase (GAPDH) mRNA expression was used (Table S2).

### 2.11. Western Blot Analysis

Protein extraction was performed in RIPA buffer supplemented with protease inhibitor cocktail. Western blot experiments were performed according to the standard procedure with the following antibodies: anti-CtBP1, anti-CtBP2 (BD Biosciences, Franklin Lakes, NJ, USA), anti-β-actin (Cell Signaling Technology, Danvers, MA, USA), and anti-vinculin (Sigma-Aldrich, St Louis, MO, USA). Anti-rabbit fluorescent secondary antibody (IRDye^®^ 800CW Donkey anti-Rabbit IgG, Li-Cor Biosciences, Lincoln, NE, USA) or anti-mouse fluorescent secondary antibody (IRDye^®^ 680RD Donkey anti-Mouse IgG, Li-Cor Biosciences Lincoln, NE, USA) were used. Membranes were imaged using a Li-Cor Odyssey Fc scanner and densitometry analysis was performed using Image Studio Lite software Version 5.2 (uncropped blots are provided in File S2).

### 2.12. Whole-Genome cDNA Microarray Expression Analysis

Whole-genome cDNA microarray gene expression analyses were performed as previously reported [27,28]. Briefly, cells (from all cell lines and treatment conditions) were harvested, counted, and the pellet stored immediately at −80 °C. Total RNA was extracted using Trizol and the RNeasy mini kit (Invitrogen Corporation, Waltham, MA, USA), and its concentration, purity, and RNA integrity, measured as RNA integrity number (RIN) values, were assessed using a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Samples were then labelled and hybridized onto Whole Human Genome 4 × 44 K microarray Gene Chips (Agilent Technologies) containing all known genes and transcripts of the entire human genome according to the Agilent Two-Color Microarray-Based Gene Expression Analysis protocol. Microarray images were acquired with a DNA Microarray Scanner with Sure Scan High-Resolution Technology (Agilent Technologies). Background correction and normalization, as well as statistical data analyses of gene expression profiles (GEPs), were performed using Feature Extraction (version 9.5) and GeneSpring GX (version 13.0) software (Agilent Technologies, Santa Clara, CA, USA). Data presented in this work have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/, accessed on 23 June 2021) and are accessible through GEO Series accession numbers (GSE178748). Microarray data are available in compliance with Minimum Information about a Microarray Experiment (MIAME) standards.

### 2.13. Transcriptomic Analysis

Expression data from high-throughput RNA-sequencing of invasive breast carcinoma were downloaded from The Cancer Genome Atlas (TCGA) data portal [29]. High-throughput RNA-sequencing data corresponded to level 3 data (i.e., normalized expression data) from RNASeq Version 2, created using MapSplice to conduct the alignment and RSEM to perform both the quantification and normalization. For the transcriptomic analysis of CtBP2 and CtBP2 target genes, we retained 103 tumors and 103 matched-normal samples (i.e., the tissue adjacent to the tumor and taken from the same patient). Differential expression analysis for microarray data of shCtBP2, HIPP, and P4-treated cells vs. control cells was performed through the following steps. For each dataset, data were processed by applying a logarithmic (log2) transformation of the expression values and by conducting a preprocessing analysis to remove (i) genes with too many zeros (i.e., not available values) among the samples and (ii) genes with too little variability, measured in terms of the InterQuartile Range (IQR). IQR measures data variability (dispersion) around the median, which is equal to the difference between the 75th and 25th percentiles of the data distribution. Thus, the smaller the IQR value, the less the data are scattered around the median. Those genes with a number of zeros greater than 75% of the total number of samples and an IQR value smaller than the 11th percentile of the IQR distribution (corresponding to those genes less scattered around the median) were filtered out. To further filter out genes that, on average, have an insufficiently large change in expression levels between the two understudy conditions (treated vs. control), we computed the fold-change as the logarithm of the ratio between the average expression of treated cells (i.e., shCtBP2, HIPP, and P4) and the average expression of control cells. We removed those genes falling behind a chosen fold-change threshold in absolute values. In particular, we set a linear fold-change threshold of 1.5 for studying the shCtBP2 dataset, 2.5 for the HIPP dataset, and 1.8 for the P4 dataset. Then, to evaluate the statistical significance of gene variation, we performed the Student’s *t*-test, and adjusted the obtained *p*-values for multiple hypothesis-testing using the False Discovery Rate (FDR) [30]. In order to select statistically significant differentially expressed genes, we set a threshold of 0.05 on the adjusted *p*-values (FDR) of each dataset. Finally, we identified a total of 463 (247 up-regulated and 216 down-regulated) differentially expressed genes between shCtBP2-treated cells and control cells, 2083 differentially expressed genes (8 up-regulated and 2075 down-regulated) between HIPP and control cells, and 293 (181 up-regulated and 112 down-regulated) differentially expressed genes between P4 and control cells (File S3). 

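The deposited arrays hold 5 biological replicates per treatment, with treated and control RNA hybridized together on each array. From the signals that the authors corrected for background and dye, the log2 ratio of treated to control was tested against 0 with limma, all 15 arrays in one fit, for 27582 genes per treatment. With Benjamini-Hochberg adjustment and the fold-change thresholds above, 1807 genes were differentially expressed in shCtBP2 cells (920 up-regulated and 887 down-regulated). HIPP gave 1944 such genes (947 up-regulated and 997 down-regulated) and P4 gave 2333 (1184 up-regulated and 1149 down-regulated). At the adjusted threshold and any fold change, 3694, 13429 and 8776 genes passed for shCtBP2, HIPP and P4. With limma's normexp correction (offset 50) of the scanned signals and loess normalization, which were changed together, 269 genes passed for shCtBP2, 279 for HIPP and 584 for P4, of which 266, 277 and 571 were also among the genes counted above. A fold-change threshold of 1.5 for all treatments gave 8978 genes for HIPP and 4831 for P4. Up-regulated genes made up 50.9% of the genes for shCtBP2, 48.7% for HIPP and 50.8% for P4. On background-subtracted signals centered on the median of each array, these shares were 40.7%, 46.2% and 40.5%. On mean signals without background correction or dye normalization they were 30.4%, 2.54% and 35.2%, with 41 genes up-regulated and 1575 down-regulated with HIPP. With the methods' Student's test on the log2 signals of the 2 channels, adjusted over all genes tested, 969, 1618 and 891 genes passed both thresholds, and 1836, 1893 and 1969 passed before adjustment. Adjusted only over the genes past the fold-change threshold, which the methods apply first, 1502, 1890 and 1840 passed. The mean signals and this last adjustment were chosen after the data were seen.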

All transcriptomics data are represented as hierarchical clustering and heatmaps. The expression profiles of genes are clustered according to rows (genes) and columns (samples) by using the Pearson correlation as the distance metric and the complete linkage as the clustering method.

### 2.14. Integration Analysis between Transcriptomics and Metabolomics Data

The gene–metabolite interaction network analysis was performed using the network analysis tool by Metaboanalyst 5.0 software, which allows for the exploration and visualization of interactions between functionally related metabolites and genes. The chemical and human gene associations were extracted from STITCH [31], a search tool and resource for chemical and protein interactions (https://www.metaboanalyst.ca/MetaboAnalyst/ModuleView.xhtml, module “Network Analysis”, option “Gene-Metabolite Interaction Network”, accessed on 23 April 2021). Subnetworks with at least three nodes were generated. Most associations in STITCH are based on co-mentions highlighted in PubMed Abstracts, including reactions from similar chemical structures and similar molecular activities. In this network, metabolites are represented as squares and genes are represented as circles. Furthermore, the size of the features corresponds to its node degree and the genes circle color corresponds to its betweenness centrality values, which represent the degree of centrality a node has in a network by measuring the number of the shortest paths that pass through that node.

### 2.15. Circos Plots Analysis

The circos plots were generated with CIRCOS [32] to show the identified up-regulated and down-regulated genes and pathways.

### 2.16. Chemical Synthesis

#### 2.16.1. Synthesis of Sodium 2-Hydrazone-3-phenylpropanoate (P4)

To a solution of sodium phenylpyruvate (166 mg, 1.0 mmol) in H_2_O (2 mL), NH_2_NH_2_ (64 mg, 2.0 mmol) was added and the mixture was shaken at room temperature for 16 h. The solvents were evaporated under reduced pressure and the crude was purified by high-performance liquid chromatography (HPLC) using a Jasco UP-2075 Plus pump (Jasco Corporation, Tokyo, JP) equipped with a Jasco UV-2075 Plus UV detector (set at λ = 254 nm) and a Purospher Star 250 × 10 mm C-18 reversed-phase column (particle size: 5 µm) (MerckMillipore, Burlington, MA, USA) eluted with a linear gradient of CH_3_CN in H_2_O (from 0 to 50% in 60 min, flow 3.0 mL/min). The two prominent peaks at tR = 13.8 and 14.6 min were separately collected and evaporated. The compound with higher tR converted entirely in the other with lower tR in 24 h. The pure HIPP (140 mg, 70% yield) was recovered as an amorphous solid. The spectroscopic data agreed with that reported by Korwar, S. et al. [33].

#### 2.16.2. Synthesis of Sodium 2-Hydroxyimino-3-phenylpropanoate (HIPP)

To an ice-cooled solution of sodium phenylpyruvate (166 mg, 1.0 mmol) in H_2_O (2 mL), NaOH (80 mg, 2.0 mmol) and NH_2_OH·*HCl (140 mg, 2.0 mmol) were added, and the mixture was shaken at 0 °C for 30 min. Then, the cold bath was removed and the reaction was left at room temperature for an additional 6 h. The solvents were evaporated under reduced pressure and the crude was purified by high-performance liquid chromatography (HPLC) using a Jasco UP-2075 Plus pump equipped with a Jasco UV-2075 Plus UV detector (set at λ = 254 nm) and a Purospher Star 250 × 10 mm C-18 reversed-phase column (particle size: 5 µm) eluted with a linear gradient of CH_3_CN in H_2_O (from 0 to 50% in 60 min, flow 3.0 mL/min). The fractions containing the title compound (tR = 14.5 min.) were collected and evaporated, producing the pure HIPP (120 mg, 60% yield) as an amorphous solid. The spectroscopic data agreed with that reported by Knapp, S. et al. [34].

#### 2.16.3. Studies of Stability of P4 and HIPP

The 0.1 mM solutions of P4 and HIPP were prepared in a 10 mM phosphate buffer (pH = 7.3) and incubated for 24 h at 37 °C. The stability of P4 and HIPP was monitored after 24 h through HPLC using a Jasco UP-2075 Plus pump equipped with a Jasco UV-2075 Plus UV detector (set at λ = 254 nm) and a Purospher Star 250 × 10 mm C-18 reversed-phase column (particle size: 5 µm) eluted with a linear gradient of CH_3_CN in H_2_O (from 0 to 50% in 60 min, flow 3.0 mL/min).

### 2.17. Statistical Analysis

All experiments were performed at least in triplicates. Data are presented as mean ± SD. Observed differences were tested for significance with the Student’s *t*-test (*p*-value ** < 0.005; * < 0.01). Untargeted metabolomics statistical analysis was performed by Metaboanalyst 5.0 software. Data filtering was performed using the interquartile range (IQR) and normalization by a pooled sample from the control group following log transformation and autoscaling, and then the univariate *t*-test analysis setting FDR-adjusted the *p*-value threshold to 0.05 (File S4).

## 3. Results

CtBP1 and CtBP2 homo and hetero-dimerize in the presence of NADH to recruit various chromatin-modifying complexes that epigenetically control genes involved in animal cell development [24]. RNA-sequencing data retrieved from TCGA for 103 invasive breast adenocarcinomas and 103 matched normal samples showed that CtBP2 expression is higher in breast cancer than in normal tissues, consistent with previous data (Figure 1A). Hierarchical clustering of CtBP2 target genes highlighted a distinctive transcriptomic profiling of breast cancer samples compared to normal tissues (Figure 1B). The most significantly up-regulated CtBP2 target genes included genes whose products are involved in the positive regulation of proliferation, DNA synthesis/replication/repair mechanisms, signal transduction, and motility (Figure 1C, left panel). Significant down-regulated CtBP2 target genes included those involved in the negative regulation of cell proliferation, covering signal transduction such as MAPK, Wnt, post-translational modification, and negative regulation of transcription (Figure 1C, right panel).

### 3.1. CtBP and Metabolic Rewiring of MDA-MB231 Triple-Negative Breast Tumor Cells

Consistent with previous findings, triple-negative breast cancer MDA-MB231 cells showed enhanced proliferation, glucose and glutamine dependence, increased lactate, and decreased glutamine consumption than the normal MCF102A cell line (Figure 2A–C and Figure S1A). In addition, MDA-MB231 cells showed decreased maximal respiratory capacity, a higher NADH/NAD^+^ ratio, increased ROS levels, and a lower GSH/GSSG ratio than normal cells (Figure 2D–G). These observations prompted us to select these cells as a model system for further detailed metabolic analysis. Metabolomics analysis on MDA-MB231 confirms an increased level of glycolysis and lactate fermentation, decreased levels of metabolites involved in the TCA cycle, and increased levels of metabolites involved in nucleotide metabolism (Figure 2H,I).

### 3.2. Metabolomics and Transcriptomics Integration Show Metabolism/Epigenetics Networking

NADH couples glycolysis to epigenetic remodeling through the NADH-dependent dimeric family of CtBP. Therefore, we assessed the expression levels of CtBP1 and CtBP2 proteins in MDA-MB231 and MCF102A (Figure 2J). Western blotting analysis results indicate no significant difference in the expression level of CtBP1 between MDA-MB231 and MCF102A, while expression of CtBP2 was significantly (2-fold) higher in cancer cells than in MCF102A (Figure 2J). 

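Gene expression was measured in MDA-MB231 cells, a triple-negative breast cancer cell line, on 15 Agilent whole human genome arrays: 5 with shCtBP2 cells, 5 with cells treated for 24 h with HIPP and 5 with cells treated for 24 h with P4. Each array carried cRNA of treated cells labelled with Cy5 and cRNA of control cells labelled with Cy3, and the dyes were not exchanged on any array. A ratio tested against 0 can therefore hold a dye effect of the gene, and if the arrays shared 1 control extract it leaves out the spread between control samples. The sample labels name untreated cells as the control on every array, whereas the paper sets shCtBP2 cells against scrambled control cells. The authors corrected background and dye differences with Feature Extraction (version 9.5) and deposited signal intensities and log10 ratios per spot. Each array has 43376 spots with gene probes.
On the shCtBP2 arrays, 65.2 to 77.5% of the gene spots were well above background in the treated channel (median 67.4%) and 64.9 to 73.1% in the control channel (median 69.4%). The HIPP arrays had 69.5 to 73.8% (median 71.8%) and 70.3 to 81.0% (median 77.1%), and the P4 arrays 67.6 to 72.9% (median 70.9%) and 66.4 to 77.2% (median 73.6%). Between 18.7 and 33.5% of the gene spots of an array were well above background in neither channel, and 0 spots were saturated. The number of arrays limits the precision of every ratio.
From the corrected signals, log2 of Cy5 over Cy3 was taken for each spot, the 78 to 265 gene spots per array that the software marked as non-uniform or as outliers were left out, and the probes of a gene were averaged. Genes had to be measured on at least 3 of the 5 arrays of a treatment, and the 11% of genes with the lowest interquartile range over the treatment's 10 channel signals were removed, as the methods describe. Genes past the adjusted threshold and the paper's fold-change threshold for the treatment are called differentially expressed. Where no array of a gene was well above background in one channel, the fold change is also given as a lower bound, if the gene passed the adjusted threshold with normexp correction and loess. For it, a dim signal under the lowest signal of its array and channel that was well above background was raised to that signal, and a higher one was kept, after normexp correction, loess normalization within arrays and quantile normalization of the mean intensities between arrays. For the genes named, 0 to 3 of the 5 dim signals were raised, so that the bound is close to the fold change after these steps and has its spread. It holds for these steps alone, is not a strict minimum, and is open to the same dye effects.
The arrays lay on 4 slides. Slide 1 held P4 replicates 1 to 4, slide 2 held P4 replicate 5 with HIPP replicates 1 to 3, slide 3 held HIPP replicates 4 and 5 with shCtBP2 replicates 1 and 2, and slide 4 held shCtBP2 replicates 3 to 5. Slide 1 was scanned on a different day from the other slides. Probe positions are those of the array's annotation, on genome build hg17.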

We next performed CtBP2-silencing in MDA-MB231 cancer cells by stable RNA interference of CtBP2 (shCtBP2 cells; Figure S1B). CtBP2-silencing resulted in a significant decrease (76%) in the abundance of CtBP2 mRNA, as well as a significant reduction of protein levels compared to scramble (Figure 3A). 

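CTBP2, the gene targeted by the short hairpin RNA, has 2 probes on the arrays, on chromosome 10 from 126667460 to 126667519 and from 126671814 to 126671873. In shCtBP2 cells its log2 ratio was −0.41 ± 0.11 (SD, n = 5 arrays, limma adjusted p = 0.0602), a signal of 75.4% of the control. The ratio was negative on 5 of 5 arrays and passed neither threshold. CTBP1, with 4 probes on chromosome 4 between 1195399 and 1218366, had a log2 ratio of 0.29 ± 0.13 (SD, n = 5, limma adjusted p = 0.213) and was higher on 5 of 5 arrays.
Of the genes called in shCtBP2 cells, 1691 changed in the same direction on all 5 arrays, 1043 have a current gene symbol and 137 were well above background on none of the arrays. Among called genes with a symbol and 1 direction on all arrays, KCNJ15 (chromosome 21, 38594215 to 38594274) rose most, with a log2 ratio of 4.11 ± 0.94 (SD, n = 5, limma adjusted p = 6.03e-07). IL13RA2 (chromosome X, 114061571 to 114061630) followed with 3.91 ± 0.89 (SD, n = 5, limma adjusted p = 6.00e-07). The control signal of both genes was well above background on none of the arrays. Their bounds, which hold for the steps given above alone, were 1.57-fold higher for KCNJ15 and 1.54-fold higher for IL13RA2. NOSTRIN (chromosome 2, 169546888 to 169546947) fell most, with a log2 ratio of −5.42 ± 1.00 (SD, n = 5, limma adjusted p = 7.61e-09) and a treated signal well above background on 1 of 5 arrays. FMOD (chromosome 1, 200041472 to 200041531) had −4.85 ± 0.61 (SD, n = 5, limma adjusted p = 4.24e-09). Its treated signal was well above background on none of the arrays, and its bound was 2.20-fold lower. INHBB (chromosome 2, 120825010 to 120825069) had −4.01 ± 0.42 (SD, n = 5, limma adjusted p = 3.13e-08), with both channels well above background throughout. The direction of each of these 5 genes was the same on 5 of 5 arrays. KCNJ15 was not called on mean signals without background correction or dye normalization (0.55, a fold change under its bound), a setting chosen after the data were seen.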

Differential expression analysis (see Methods, Section 2.13) revealed a distinct expression profile in shCtBP2 cells as compared to the scrambled control cells (Figure 3B), highlighting the CtBP2 interaction with gene networks that have broad roles in cellular homeostasis, including cellular metabolic processes, adhesion, migration, growth, signaling, environmental adaptation, and several cellular processes (Figure 3C).

Metabolomics profiling of shCtBP2 cells show decreased levels of metabolites involved in nucleotide metabolism and glucose oxidation (Figure 3D). Surprisingly, shCtBP2 cells showed significant enrichment of metabolites involved in One C metabolism (Figure S1C). 

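Figure 3E draws 26 genes as up-regulated and 25 as down-regulated in shCtBP2 cells, and all of them have probes on the arrays. Of the 26, 16 had a positive and 10 a negative mean log2 ratio, with a median of 0.59. Differentially expressed were 12 of them, and each was higher. Of the 25, 19 had a negative mean log2 ratio, with a median of −0.24, and 6 were called lower. Adjusted over the list alone, 13 of the 26 and 7 of the 25 passed. The study chose these genes on the same samples, so these counts are not independent evidence.
SEMA3A, drawn as down-regulated and measured by 2 probes on chromosome 7 between 83232840 and 83235267, had a log2 ratio of −1.02 ± 0.33 (SD, n = 5, limma adjusted p = 0.000111) and was lower on 5 of 5 arrays. MITF, measured by 4 probes on chromosome 3 between 69998132 and 70100018 whose means ran from −0.88 to −0.39, had a log2 ratio of −0.73 ± 0.20 (SD, n = 5, limma adjusted p = 0.000397). It decreased on 5 of 5 arrays, and was not called with normexp correction and loess (−0.40) or with slide as a block (−0.57).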

The two panels in Figure 3E summarize the interactions among co-regulated metabolites and RNAs (up-regulated, top panel; down-regulated, bottom panel). RNA-metabolite interactions—derived from the STITCH database through the Joint Pathway Analysis tool in MetaboAnalyst 5.0—showed an extensive metabolism/epigenetics intertwined network between cellular energetics/nucleotides, metabolism/redox homeostasis, and CtBP2. The energetic substrates ATP and ADP are the main hubs in both panels (Figure 3E). The GSH/GSSG ratio reverses in the shCtBP2 MDA-MB231 cell line compared to the scrambled control (Figure 3F) and parental MDA-MB231 cell line (Figure 2G), suggesting that the CtBP2 knockdown elicits a partial reversion towards the normal breast phenotype. The increased NADH/NAD^+^ ratio found in shCtBP2 cells compared to the scrambled control (Figure 3G) and untransfected MDA-MB231 cells (Figure 2E) confirms that cancer metabolic rewiring by NADH is involved in the downstream CtBP2 activation and is able to alter the epigenetic landscape.

### 3.3. Low Molecular Weight CtBP2 Inhibitors Validate the Power of Metabolic Rewiring

Given the critical role of CtBP2 inhibition in the phenotype reversion of silenced MDA-MB231 and its promising role as a drug target, we sought to investigate the effect of recently described [35] small-molecule CtBP2 inhibitors: HIPP and P4 (Figure S2A). The inhibitors, designed starting from the MTOB structure [35], have a higher affinity for CtBP2 by calorimetry. Synthesis and in vitro effects on MDA-MB231 and MCF102A cells are described in the Materials and Methods Section 2.16. as well as in Figure S2, respectively.

For this purpose, we first identified the IC50 of HIPP and P4 compared to MTOB, a commercially available inhibitor of CtBP1/2 activity that has been crystalized in complexes with both proteins [36]. MTOB inhibits cell survival (Figure S2B) with an IC_50_ concentration equal to 5 mM, much higher than the IC_50_ observed for HIPP (400 μM) and P4 (300 μM) (Figure S2B). Next, we evaluated the effect of HIPP and P4 in inhibiting cell proliferation (Figure S2C), as already published for MTOB [37]. MDA-MB231 cells showed a significant reduction of cell proliferation as early as 24 h after the beginning of the HIPP and P4 treatments, while no significant effect was observed in the MCF102A normal cells (Figure S2C).

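With HIPP, 1881 of the called genes changed in the same direction on all 5 arrays, 828 have a current symbol and 33 were well above background on none of the arrays. With P4 these numbers were 2016, 1038 and 170. CTBP2 itself had a log2 ratio of 0.57 ± 0.36 with HIPP (SD, n = 5, limma adjusted p = 0.00260), higher on 5 of 5 arrays and under the fold-change threshold. With P4 it had 0.17 ± 0.35 (SD, n = 5, limma adjusted p = 0.345), higher on 3 of 5 arrays, and its 2 probes went in opposite directions (−0.19 and 0.53).
Among called genes with a symbol and 1 direction on all arrays, CABP7 (chromosome 22, 28451856 to 28451915) rose most with HIPP, with a log2 ratio of 4.84 ± 1.59 (SD, n = 5, limma adjusted p = 1.20e-06). GDF15 (chromosome 19, 18360890 to 18360949) had 4.66 ± 0.60 with HIPP (SD, n = 5, limma adjusted p = 2.73e-09) and was also the gene that rose most with P4 (3.92 ± 0.54, SD, n = 5, limma adjusted p = 5.48e-08). LMO3 (chromosome 12, 16592901 to 16592960) fell most with both inhibitors. Its log2 ratio was −4.61 ± 0.76 with HIPP (SD, n = 5, limma adjusted p = 2.34e-09). There its treated signal was well above background on none of the arrays, and its bound was 1.82-fold lower. With P4 its log2 ratio was −3.03 ± 0.33 (SD, n = 5, limma adjusted p = 3.83e-07). With normexp correction and loess, LMO3 was not called with HIPP (−0.88).
HMOX1 followed GDF15 among the genes that rose with HIPP (4.11). The other genes with the largest changes were dim in one channel. With HIPP, SH3RF3 on chromosome 2 had a log2 ratio of −3.33 ± 0.92 (SD, n = 5, bound 1.51-fold lower). MED18 on chromosome 1 had −3.18 ± 1.79 with HIPP (SD, n = 5). With P4, NECAB2 on chromosome 16 had 3.39 ± 0.94 (SD, n = 5, bound 1.44-fold higher). SLC7A7 on chromosome 14 had 2.98 ± 0.83 with P4 (SD, n = 5, bound 1.31-fold higher). MED18 had −2.92 ± 1.87 with P4 (SD, n = 5). EYA4 on chromosome 6 had −2.67 ± 1.05 with P4 (SD, n = 5, bound 1.35-fold lower). Each of these went 1 way on 5 of 5 arrays, and none of them was called with normexp correction and loess (values from −0.76 to 0.60). The treated signal of MED18 was well above background on none of the arrays of either inhibitor, and no bound is given for it, since with normexp correction and loess its change did not pass the adjusted threshold. MED18 was also not called with either inhibitor by a one-sample form of the methods' test, nor with P4 by that test itself, each adjusted over all genes, though it was called with both inhibitors when the test was adjusted over genes past the fold-change threshold.
File S3 lists 8 genes as up-regulated with HIPP, and 5 of them are on the arrays under the same name. Beside HMOX1, these are PTPRH with a log2 ratio of 3.03 ± 0.49, CHCT1 with 2.99 ± 0.51, NUPR1 with 2.90 ± 0.15 and PPP1R15A with 2.28 ± 0.35 (SD, n = 5 each). All were higher on 5 of 5 arrays, with limma adjusted p values from 2.32e-10 for NUPR1 to 8.76e-08 for CHCT1. PTPRH (0.97) and CHCT1 (0.29) were not called with normexp correction and loess.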

Treatment of MDA-MB231 cells for 24 h with HIPP or P4 originates distinctive transcriptional profiling compared to the untreated cells (Figure 4A,B). 

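On the arrays, 181 genes were called in all 3 comparisons, of which 75 were lower in all, 80 were higher in all and 26 did not have 1 direction. A current symbol is known for 99 of them. Called in both shCtBP2 and HIPP were 293 genes, of which 79.2% had the same direction. For shCtBP2 and P4 the numbers were 402 genes and 88.8%, and for HIPP and P4 915 genes and 99.9%. Across genes, which are not independent replicates, Pearson's r between the mean log2 ratios was 0.300 for shCtBP2 and HIPP, 0.368 for shCtBP2 and P4 and 0.737 for HIPP and P4. Each ratio has a control in its denominator, and the files do not say whether arrays shared a control extract. In 10 simulated runs without any treatment effect, a control shared by arrays of the same replicate number gave mean r values of 0.497 to 0.499, at most 1 called gene in a treatment and 0 in all 3. One control extract shared by all arrays gave mean r values of 0.833 to 0.834, and 2785 to 3015 called genes for shCtBP2, 210 to 257 for HIPP, 1241 to 1308 for P4 and 159 to 198 in all 3. The 181 genes observed lie within that last range, whereas the counts with HIPP (1944) and P4 (2333) lie above theirs, the count for shCtBP2 (1807) lies under its range and the observed r values are all smaller than with 1 such extract. With a control shared by replicate number, the simulated r values are larger than those observed for shCtBP2 with either inhibitor and smaller than the 0.737 of HIPP and P4. All runs gave the control the same spread as the treated sample, an assumption that sets the simulated r values and shapes the simulated counts. The arrays cannot test it, so these comparisons cannot decide whether a control was shared. With normexp correction and loess, the setting that moved the number of common genes by the largest factor, 19 genes were called in all 3.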

Forty perturbed genes (relevant in malignant tumor transformation and progression, Figure 4D) are common between shCtBP2 cells and MDA-MB231 cells treated with HIPP and P4 (see Methods Section 2.13, Figure 4C, and File S5). 

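NPC2, TSPAN8, ANKRD1, FST, NR3C2, AURKAIP1 (taken for AURKAIP), CDK2AP1 and ITGB1BP1 each have 1 probe on the arrays. ANKRD1 (chromosome 10, 92662542 to 92662601) was called lower in all 3 comparisons. Its log2 ratio was −1.35 ± 0.37 in shCtBP2 cells, −2.11 ± 0.27 with HIPP and −1.43 ± 0.54 with P4 (SD, n = 5 each, limma adjusted p = 0.000200, 2.48e-07 and 4.50e-05). The call in shCtBP2 cells was lost with slide as a block (−1.09) and the call with P4 under the methods' test adjusted over all genes, though not with the adjustment over genes past the fold-change threshold. TSPAN8 (chromosome 12, 69812782 to 69812841) had −3.16 ± 0.28, −1.68 ± 0.51 and −0.84 ± 0.23 (SD, n = 5 each, limma adjusted p = 1.57e-08, 7.71e-07 and 0.00118). With P4 it lay just under the fold-change threshold and was called without P4 replicate 2, 3 or 5 (−0.85, −0.90 and −0.89). With HIPP it was not called with normexp correction and loess (−0.57). FST (chromosome 5, 52816594 to 52816653) had −1.21 ± 0.37, −1.20 ± 0.54 and −1.53 ± 0.58 (SD, n = 5 each, limma adjusted p = 0.00188, 0.000294 and 0.000119). With HIPP it was under the fold-change threshold, and it was called without HIPP replicate 4 or 5 (−1.34 each). It was not called with P4 in the fit with slide as a block (−0.82). The ratios of ANKRD1, TSPAN8 and FST were negative on 5 of 5 arrays of each treatment.
NPC2 (chromosome 14, 74016507 to 74016566) had 0.047 ± 0.17, 0.37 ± 0.30 and 0.22 ± 0.094 (SD, n = 5 each, limma adjusted p = 0.810, 0.00845 and 0.106), higher on 3, 5 and 5 of 5 arrays and called in none. Its value in shCtBP2 cells was negative with slide as a block (−0.28) and without shCtBP2 replicate 5 (−0.0069). NR3C2 (chromosome 4, 149357969 to 149358028) had −0.0079 ± 0.32, −1.20 ± 0.34 and −0.66 ± 0.40 (SD, n = 5 each, limma adjusted p = 0.981, 1.70e-05 and 0.00541). With each inhibitor the ratio was negative on 5 of 5 arrays and under the fold-change threshold. In shCtBP2 cells, where it was lower on 3 of 5, its sign changed in 6 alternative settings, with values up to 0.072. AURKAIP1 (chromosome 1, 1349193 to 1349349) had 0.015 ± 0.063, 0.10 ± 0.23 and 0.11 ± 0.12 (SD, n = 5 each). It was tested only with P4 (limma adjusted p = 0.355), since the interquartile range filter removed it elsewhere, and its value in shCtBP2 cells was −0.18 with slide as a block. CDK2AP1 (chromosome 12, 122270701 to 122270760) had −0.53 ± 0.16, −0.43 ± 0.55 and −0.11 ± 0.48 (SD, n = 5 each, limma adjusted p = 0.0754, 0.0664 and 0.657), lower on 5, 3 and 2 of 5 arrays. With slide as a block it was called lower in shCtBP2 cells (−1.14) and was positive with P4 (0.62). ITGB1BP1 (chromosome 2, 9498890 to 9503012) had −0.60 ± 0.14 and −0.71 ± 0.37 in shCtBP2 cells and with HIPP (SD, n = 5 each, limma adjusted p = 0.00742 and 0.000416), and −0.58 ± 0.29 with P4 (SD, n = 4, limma adjusted p = 0.00771). Its ratio was negative on every array that measured it, and it was called in shCtBP2 cells alone, a call lost without shCtBP2 replicate 4 or 5 (−0.57 each) and with slide as a block (−0.23), a fit in which it was called with P4 (−0.96).

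**Figure D1:**
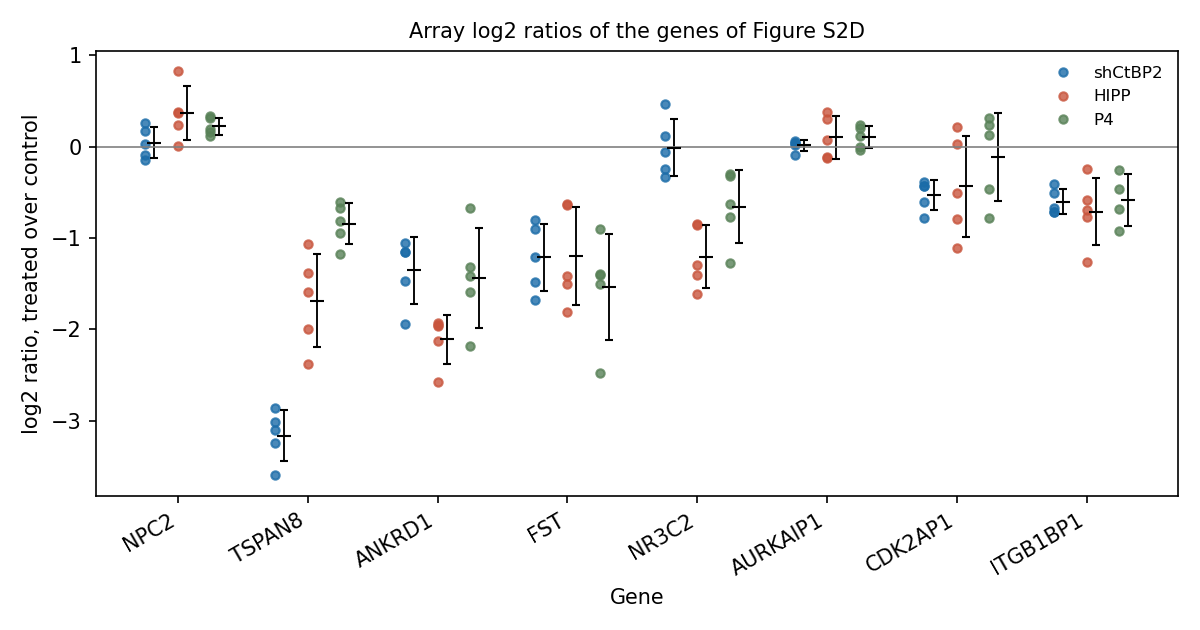
Log2 ratio of treated to control (vertical axis) for the 8 genes on the horizontal axis, with 1 point per array and the mean and SD of the arrays beside the points, for shCtBP2, HIPP and P4. The points of TSPAN8, ANKRD1 and FST all lie below 0. The SD of NPC2 and NR3C2 in shCtBP2 cells, of AURKAIP1 in all comparisons and of CDK2AP1 with both inhibitors includes 0.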

Quantitative mRNA expression in MDA-MB231 cells downregulated for CtBP2 and treated with both HIPP and P4 for 24 h (Figure S2D) validates the transcriptomic results for a subset of these 40 common genes. Validated down-regulated genes include NPC2 involved in the negative regulation of MAPK [38], TSPAN8 involved in tumor progression and metastasis [39], ANKRD1 mainly expressed in MDA-MB231 breast cancer cell lines and linked to treatment-resistance in breast cancer [40,41], and FST involved in metastasis suppression [42] (Figure S2D). Validated up-regulated genes include: NR3C2, AURKAIP, CDK2AP1, and ITGB1BP1 involved in epithelial-mesenchymal transition and motility [43], negative regulation of aurora kinase A [44], and G1/S transition, respectively [45] (Figure S2D).

Genetic or chemical down-regulation of CtBP2 modulates 18 common metabolites involved in nucleotide metabolism, redox metabolism, transcription, amino acids metabolism, TCA cycle, and glycolysis (Figure 4E,F). In addition, integrative omics analysis between common genes and metabolites identified a correlation between the CtBP2 and TCA cycle and amino acid metabolism by LPAR1, LAT1, Slc3A1, FST, and FBP1 genes (Figure 4G). 

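FBP1 (chromosome 9, 94444981 to 94445040) had a log2 ratio of −2.70 ± 0.47 in shCtBP2 cells (SD, n = 5, limma adjusted p = 1.86e-05). There its treated signal was well above background on none of the arrays, and its bound was 1.21-fold lower. With HIPP it had −1.06 ± 0.37 (SD, n = 5, limma adjusted p = 0.00452), under the fold-change threshold, and with P4 −1.47 ± 0.96 (SD, n = 5, limma adjusted p = 0.00100). FBP1 decreased on 5 of 5 arrays of each treatment, and with each inhibitor its treated signal was well above background on 1 array. With normexp correction and loess it was called neither in shCtBP2 cells (−0.27) nor with P4 (−0.25), and the call with P4 was also lost with slide as a block (−1.04) and under the methods' test in either form when adjusted over all genes, though not when that test was adjusted over genes past the fold-change threshold. SLC7A5, the gene of the amino acid transporter LAT1, has 2 probes on chromosome 16 between 86421408 and 86425579. Its log2 ratio was −0.036 ± 0.15 in shCtBP2 cells, 1.26 ± 0.23 with HIPP and 1.47 ± 0.23 with P4 (SD, n = 5 each, limma adjusted p = 0.852, 2.06e-07 and 3.83e-07), higher on 2, 5 and 5 of 5 arrays. It was called with P4 and lay under the fold-change threshold with HIPP. Without shCtBP2 replicate 2 its value in shCtBP2 cells was 0.0093.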

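LPAR1, which the array lists as EDG2 (chromosome 9, 110716740 to 110716799), was called lower in all 3 comparisons. Its log2 ratio was −1.78 ± 0.12 in shCtBP2 cells (SD, n = 5, limma adjusted p = 0.000392), −2.49 ± 0.87 with HIPP (SD, n = 5, limma adjusted p = 1.69e-06) and −1.78 ± 0.59 with P4 (SD, n = 5, limma adjusted p = 0.000144). LPAR1 decreased on 5 of 5 arrays of each treatment. The call was lost in shCtBP2 cells with slide as a block (−1.41) and with HIPP under normexp correction and loess (−0.90).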

Integration data analysis identified LPAR1 downregulation (Figure S2E) as the central hub of the network (Figure 4G) whose activity is coupled with G proteins to induce signaling for cell proliferation, cell survival, cell migration, and cytoskeletal changes, and has pro-tumorigenic, pro-migratory, and pro-metastatic effects on cancer cells [46,47,48].

Down-regulation in Slc3A1 and LAT (Figure S2E) involved in amino acid transport of cysteine and histidine, respectively, the latter being an essential amino acid involved in aspartate and glutamate synthesis [49], is consistent with the decreased glutathione (Figure 5B), suggesting that coordination with ASCT2 is frequently co-opted to support metabolic rewiring [50].

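SLC3A1 (chromosome 2, 44459339 to 44459398) had a log2 ratio of −2.11 ± 0.39 with HIPP (SD, n = 5, limma adjusted p = 6.18e-07) and −1.21 ± 0.45 with P4 (SD, n = 5, limma adjusted p = 0.000385), and was called lower in both. Its treated signal was well above background on 1 of 5 arrays with HIPP and on 2 of 5 with P4, and with normexp correction and loess it was called in neither (−0.27 and −0.32). The call with P4 was also lost under the methods' test adjusted over all genes, though not with the adjustment over genes past the fold-change threshold. In shCtBP2 cells it had −0.59 ± 0.52 (SD, n = 5, limma adjusted p = 0.0579) and was not called. It was called there with replicate number as a block and without shCtBP2 replicate 1 or 2 (−0.73 each), and was positive with slide as a block (0.13). Its ratio was negative on 5 of 5 arrays of each treatment. LAT, a gene other than that of LAT1, has 3 probes on chromosome 16 between 28905470 and 28909548. Its log2 ratio was −0.17 ± 0.37 in shCtBP2 cells, 1.13 ± 0.40 with HIPP and 0.30 ± 0.21 with P4 (SD, n = 5 each, limma adjusted p = 0.514, 1.96e-05 and 0.134), higher on 2, 5 and 4 of 5 arrays and called in none. Taken from its brightest probe, its value in shCtBP2 cells was 0.091, and it was called higher with HIPP (1.45). SLC1A5 (chromosome 19, 51970739 to 51970798), the gene of ASCT2, had −0.21 ± 0.23, 0.83 ± 0.34 and 0.58 ± 0.27 (SD, n = 5 each, limma adjusted p = 0.325, 9.40e-05 and 0.00377), higher on 1, 5 and 5 of 5 arrays and called in none. Its value in shCtBP2 cells was 0.22 with slide as a block. From the down-regulation of SLC3A1 and LAT and the decreased glutathione, the paper proposes that coordination with ASCT2 is used to support metabolic rewiring.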

Consistent with the shCtBP2 metabolomics profiling, (U-^13^C_6_) glucose isotope labeling shows decreased glucose oxidation labeling via lactate and non-canonical TCA cycles in MDA-MB231 under HIPP and P4 treatments (Figure 6A). Specifically, the absence of M2 labeling suggests a constitutive truncated TCA cycle in untreated MDA-MB231 triple-negative breast cancer cells compared to normal cells (Figure 6B). However, this truncated TCA cycle can sustain anabolic processes: through the M2 citrate branch, it sustains M2 aspartate via ATP-citrate lyase, while the M3 malate labeling (deriving from pyruvate carboxylase) sustains the TCA cycle second branch and M3 aspartate synthesis (Figure 6A). Additionally, we found a further CtBP2-independent metabolic rearrangement based on increased levels of metabolites in the pentose phosphate pathway (Figure 5A and Figure 6A) and in One C metabolism (Figure 5A,B). Moreover, metabolic profiling of MCF102A shows a significant reduced metabolic effect of HIPP treatment as compared to P4, suggesting that HIPP might be an effective treatment for tumor cells with lower side effects on normal cells (Figure 5A).

## 4. Discussion

Cancer cells show a unique metabolic phenotype compared to normal cells. Many cancer cells preferentially use aerobic glycolysis coupled to lactate rather than oxidative phosphorylation [4,51]. This rewired glucose metabolism allows cancer cells to sustain high proliferation rates, fast generation of ATP to sustain energy demands, and higher lactate fluxes to guarantee NADH/NAD^+^ redox balance [6,12]. Since glucose alone cannot provide all the building blocks required to sustain cell growth, other nutrients—such as glutamine—are required and are essential for cancer hyper-proliferation [6,11]. Glucose can also flux through the pentose phosphate pathway (PPP), which generates NADPH and purines, and the hexosamine pathway is required for glycosylation of proteins and metabolism. Recent evidence shows that cancer cells may show metabolic plasticity and switch to glucose oxidation depending on the micro-environmental context [5,52].

In this study, we use a systems metabolomics approach [53], combining metabolomic and transcriptomic profiling with metabolic labeling, to probe the response of MDA-MB231, a triple-negative breast cancer cells line that shows a high glycolytic flux and a reduced maximal respiratory ability, to genetic or pharmacological perturbation of the CtBP proteins. Transcriptomic and metabolomics data of MDA-MB231 cells whose CtBP2 expression has been silenced by shRNA show unique transcriptomic and metabolomic profiles, i.e., the downregulation of genes and metabolites strongly correlated with metabolic and cell biological processes that are associated with uncontrolled tumor growth (Figure 3).

By comparing the differential expression of the CtBP2 target genes in TCGA tissues and cell lines, we found that: (i) for the shCtBP2-treated cells, two genes (i.e., HOPX and TFF1), upregulated in TCGA cancer tissues, were downregulated following the CtBP2 inhibition, whereas only KLF8, downregulated in TCGA cancer tissues, was upregulated following the CtBP2 inhibition (File S6); (ii) for the HIPP-treated cells, 12 target genes, upregulated in TCGA cancer tissues, exhibited a downregulation following the CtBP2 inhibition (File S6); and for the P4-treated cells, two genes (i.e., COL8A1 and HDAC2), upregulated in TCGA cancer tissues, were downregulated following the CtBP2 inhibition, whereas only CEBPB, downregulated in TCGA cancer tissues, was upregulated following the CtBP2 inhibition (File S6). 

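In shCtBP2 cells, HOPX (listed as HOP, 2 probes on chromosome 4 between 57355371 and 57363016) had a log2 ratio of −2.78 ± 0.95 (SD, n = 5, limma adjusted p = 5.88e-06). Its probes differed (−4.15 and −1.41), and it was not called with normexp correction and loess (−0.56). TFF1 (2 probes on chromosome 21 between 42655482 and 42656568) had −1.74 ± 0.52 (SD, n = 5, limma adjusted p = 0.000183). KLF8 (chromosome X, 56194460 to 56194519) had 3.36 ± 1.07 (SD, n = 5, limma adjusted p = 3.05e-06), with a control signal well above background on 1 of 5 arrays. All 3 changed in these directions on 5 of 5 arrays and were called. Of the 9 genes that File S6 gives for shCtBP2 cells, 2 were called higher and 6 lower. Beyond the genes already given, these include CLDN7 (0.97), ADM (−1.20, not called with slide as a block) and LMO3 (−2.60), while KCNIP3 (−0.30) was removed by the interquartile range filter. With HIPP, 10 of the 21 genes that File S6 gives had a negative and 11 a positive mean log2 ratio, with a median of 0.0039. Called were COL8A1 as lower and CREB5 as higher (1.57), the latter named after its value was seen. Of the 21 genes, those higher in the TCGA tumors, to which the paper's statement refers, were not counted apart. COL8A1 (chromosome 3, 100997455 to 100997514) had −1.50 ± 0.55 with HIPP (SD, n = 5, limma adjusted p = 3.99e-05), lower on 5 of 5 arrays. With P4 it had −0.93 ± 0.68 (SD, n = 5, limma adjusted p = 0.00432), lower on 4 of 5 arrays and called. Neither call was made with normexp correction and loess (−0.86 and −0.73), and the call with P4 was lost without P4 replicate 2 (−0.77) or 3 (−0.82), with slide as a block (−0.65), in a fit of the P4 arrays alone and under the methods' test in either form when adjusted over all genes, though not when that test was adjusted over genes past the fold-change threshold. HDAC2 (chromosome 6, 114368888 to 114369566) had 0.17 ± 0.22 with P4 (SD, n = 5, limma adjusted p = 0.158), higher on 4 of 5 arrays, and CEBPB (2 probes on chromosome 20 between 48241320 and 48242455) had 1.34 ± 0.21 (SD, n = 5, limma adjusted p = 2.78e-07), higher on 5 of 5.
The genes of the TCGA sheet of File S6 were also taken as 1 list and tested with limma's camera test at a preset correlation of 0.01 between genes and adjustment over 15 tests (5 lists in 3 treatments). In shCtBP2 cells 107 of 246 genes were higher, with a median log2 ratio of −0.073 against 0.038 for all genes (adjusted p = 0.0341). Of these, 8 were called higher and 17 lower, and 26 were called when adjusted over the list alone. The list holds genes that File S3 names from these samples, so this count is not independent evidence for them. With HIPP 103 were higher, with a median of −0.16 (adjusted p = 0.0577), with 7 genes called higher, 12 lower and 19 when adjusted over the list alone. With P4 132 were higher (adjusted p = 0.108), with 7 genes called higher, 12 lower and 19 when adjusted over the list alone, and the median of 0.040 was positive while the mean (−0.042) and the test were negative. Over the alternatives the adjusted p in shCtBP2 cells ran from 0.000763, under the fry test, which moved it most, to 0.135, with slide as a block. On mean signals without background correction or dye normalization the list passed as higher in shCtBP2 cells. That setting was chosen after the data were seen and is outside this range. Of the calls made with camera over all 5 lists, each was also made with the fry test. Only those of the integrated stress response list with HIPP and with P4 were kept with the correlation estimated from the data. With HIPP the CtBP2 target list passed under fry (adjusted p = 1.18e-07). It also passed there with the estimated correlation, with replicate number as a block and without HIPP replicate 5 (0.0489). With P4 the CtBP2 target list passed under fry (0.00964).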

The deregulation of CtBP2 target genes in breast cancer samples with respect to normal tissues was also confirmed by analyzing another TCGA-independent datasets [54] available from the GEO public repository at the accession number GSE37751 (File S6 and Figure S3).

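The treatments were compared directly by testing the difference between their mean log2 ratios with limma, in which a dye effect common to all arrays cancels. At the adjusted threshold and a fold of at least 1.5, 5517 of 24964 genes differed between HIPP and shCtBP2 (2491 higher and 3026 lower with HIPP). Between P4 and shCtBP2, 2412 of 24997 genes differed (1183 higher and 1229 lower with P4), and between HIPP and P4, 2216 of 25080 (917 higher and 1299 lower with HIPP). HIPP arrays shared a slide with arrays of each other treatment, whereas no slide held both P4 and shCtBP2 arrays. With slide as a block in the fit, 5754 genes differed between HIPP and shCtBP2, 3778 of them also counted above. Between P4 and shCtBP2 521 genes differed, 298 of them counted above, and between HIPP and P4 5 genes, 1 of them counted above, where 2832 genes passed the fold and the unadjusted threshold. For the comparisons with P4, slide and treatment therefore cannot be told apart.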

Although each of the tested CtBP perturbations has a distinct transcriptional and metabolic profile, the presence of a large subset of genes and metabolite commonly perturbed by all of the tested treatments further confirms the specificity of our results. 

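Genes that scavenge reactive oxygen species were taken as 1 list of 40 genes, all with probes on the arrays, and tested like the CtBP2 target genes. In shCtBP2 cells 13 of 27 tested genes were higher, with a median log2 ratio of −0.088 (camera adjusted p = 0.513). By limma 0 were called, 1 when adjusted over the list alone and 1 at the unadjusted threshold. With HIPP 13 of 31 genes were higher, with a median of −0.25, whereas the mean (0.011) and the test were positive (camera adjusted p = 0.726), and 1 gene was called higher. With P4 18 of 32 genes were higher, with a median of 0.080 (camera adjusted p = 0.257), and 6 were called higher and 2 lower, 9 when adjusted over the list alone. Under fry (0.0420) and with normexp correction and loess (0.0389) the list passed with P4, and its adjusted p ran from 0.0389 to 0.844 over the alternatives. With slide as a block the direction of the test was the opposite in all 3 comparisons (0.181 for shCtBP2, 0.908 for HIPP and 0.321 for P4). On mean signals without background correction or dye normalization, chosen after the data were seen and outside that range, the list passed as higher in all 3 (0.000319, 0.00255 and 1.96e-05). The list differed between P4 and shCtBP2 (camera adjusted p = 0.0464, median difference 0.14).
HMOX1 (chromosome 22, 34114676 to 34114735) had a log2 ratio of 0.43 ± 0.16 in shCtBP2 cells (SD, n = 5, limma adjusted p = 0.0480), under the fold-change threshold, 4.11 ± 0.37 with HIPP (SD, n = 5, limma adjusted p = 2.32e-10) and 2.45 ± 0.31 with P4 (SD, n = 5, limma adjusted p = 5.29e-08), higher on 5 of 5 arrays of each. With P4, SLC7A11 (chromosome 4) had 1.00 ± 0.27 (SD, n = 5, limma adjusted p = 0.00156), TXNRD1 (chromosome 12) 0.93 ± 0.69 (SD, n = 5, limma adjusted p = 0.0155) and FTL (chromosome 19) 0.91 ± 0.29 (SD, n = 5, limma adjusted p = 0.000207), all higher on 5 of 5 arrays and called. TXNRD2 (chromosome 22) had −0.96 ± 0.35 (SD, n = 5, limma adjusted p = 7.60e-05), lower on 5 of 5 and called. With slide as a block SLC7A11 (0.39), TXNRD1 (0.072) and FTL (0.88) were not called, and with normexp correction and loess SLC7A11 (0.80), TXNRD1 (0.84) and TXNRD2 (−0.38) were not. TXNRD1 was also not called without P4 replicate 2 (0.75) or 3 (0.76), in a fit of the P4 arrays alone or by the methods' test in either form when adjusted over all genes, though it was when that test was adjusted over genes past the fold-change threshold. FTL was not called without P4 replicate 5 (0.85).

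**Figure D2:**
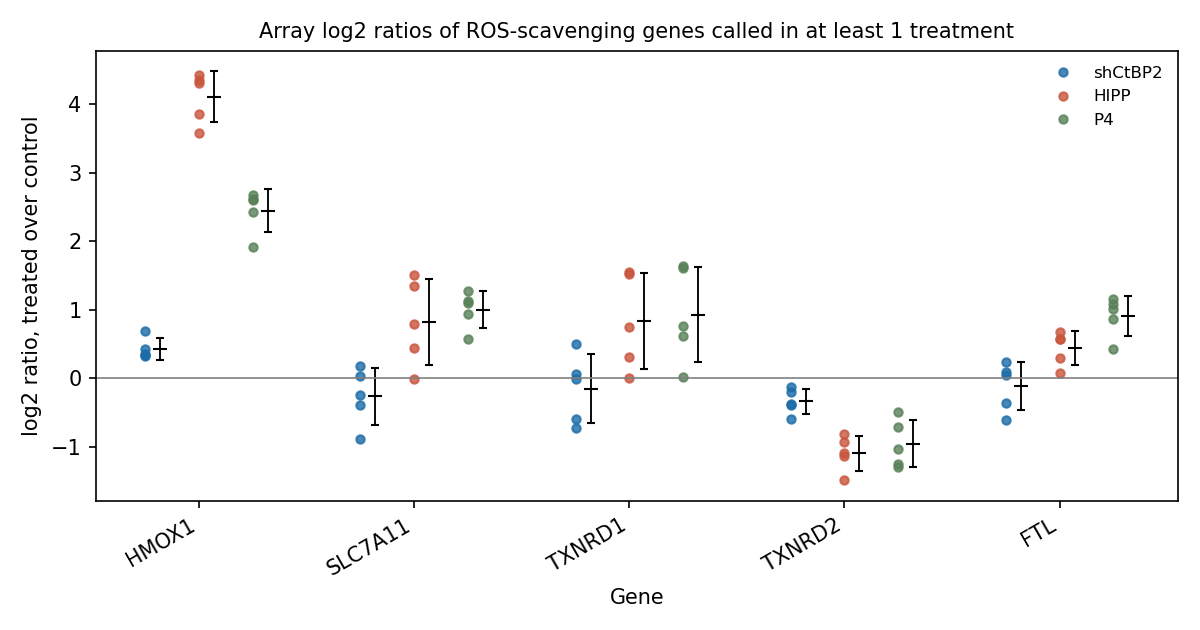
Log2 ratio of treated to control (vertical axis) for 5 genes that scavenge reactive oxygen species (horizontal axis), with 1 point per array and the mean and SD of the arrays beside the points, for shCtBP2, HIPP and P4. The points of HMOX1 lie above 0 in each comparison and those of TXNRD2 below 0, and the mean of the other genes is negative in shCtBP2 cells and positive with both inhibitors.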

Inhibition of CtBP2 expression or function by shRNA or by the chemical compounds HIPP and P4 strongly activates the ROS-scavenger pathways (Figure 3 and Figure 4). In particular, we observed a significant increase in the GSH/GSSG and NADH/NAD^+^ ratios in CtBP2-silenced cells compared to scrambled-treated cells (Figure 3F,G, respectively). The effect was more dramatic on the GSH/GSSG ratio that increased to almost five in the silenced cells, while remaining well below or close to 1 in the scrambled-treated or untreated cells, respectively. The NADH/NAD^+^ ratio increased from 0.2 and 0.3 (untreated and scrambled-treated, respectively) to 0.5 in the silenced cell line. Both alterations indicate that the partial inability of the silenced cell line to properly sense NADH signals an oxidative stress situation that is partially compensated by increasing the level of NADH itself and of GSH, a major cellular anti-oxidant.

Several key metabolites, notably NADH and acetylCoA, are substrates or cofactors of chromatin-modifying enzymes: as a result, metabolic rewiring and epigenetic remodeling are directly connected and reciprocally regulate each other [55,56,57]. By way of example, mutations in genes encoding isocitrate dehydrogenase 1 and 2 cause the accumulation of metabolites that affect the balance between histone and DNA methylation, in turn generating a wide deregulation of epigenetically controlled gene expression [58]. Our results are therefore in line with the role of CtBP proteins in sensing intracellular NADH through direct binding and ensuring the recruitment of chromatin-modifying complexes that reshape the transcriptional and metabolic landscape. The latter can provide cancer cells an important proliferation advantage and advantage against drug treatments developing resistance mechanisms. Tumor cells notoriously enhance metabolic pathways in order to use different carbon sources besides glucose [59]. Interestingly, metabolomic profiling identifies the activation of one-carbon metabolism as a crucial pathway in cell proliferation and survival in HIPP and P4-treated MDA-MB231 (Figure 5). HIPP and P4-treated cells, as well as shCtBP2 cells, reduce glutamine metabolism, consistent with published data indicating that CtBP promotes glutaminolysis [26]. U-^13^C_6_ glucose labeling (Figure 6) shows evidence for alternative routes of glucose oxidation, from the glycolysis/truncated TCA cycle to the pentose phosphate pathway, to sustain purine synthesis; this also represents an attempt to escape the effect of the chemical inhibition and ensure survival.

In line with literature data suggesting that CtBP proteins are expressed in a wide variety of tissues [60,61], we believe the reported observation could be extended to other breast tumors and possibly other tumors as well. The high metabolic adaptation ability of CtBP2 knockdown cells revealed in this study suggests how deeper understandings of cancer metabolism might be important in drug design and may lead to more efficient cancer therapies.

## 5. Conclusions

Our data show that cancer cells perturbed by genetic or chemical down-regulation of the CtBP1,2 proteins present significant transcriptional and metabolic plasticity. These adaptive mechanisms regulate the crosstalk between metabolism and the transcriptional program that sustains energetic and anabolic demands in cancer cells and can provide cancer cells an important advantage against drug treatments, eventually leading to the development of resistance mechanisms. Therefore, the possible insurgence of compensatory metabolic rewiring events induced by drug treatments must be considered when designing metabolism-based anti-cancer therapeutic regimens.

## Figures and Tables

**Figure 1:**
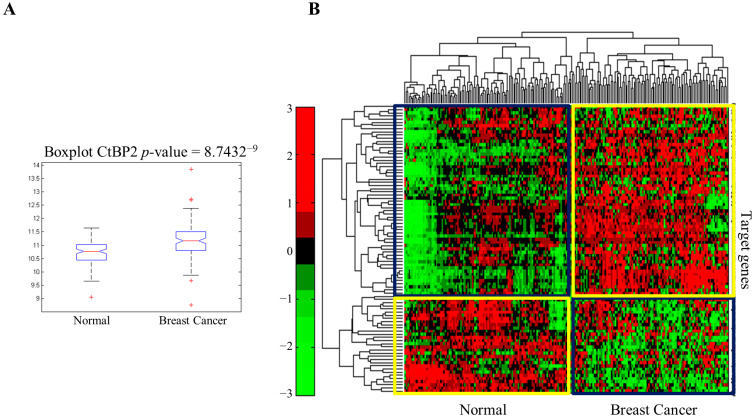

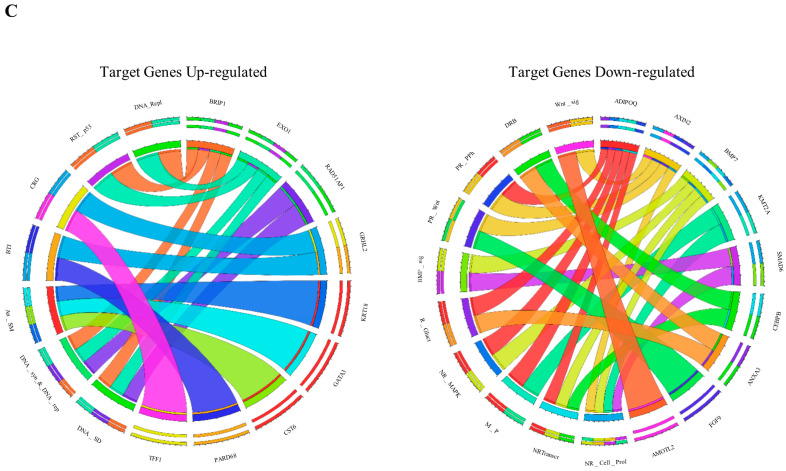
Transcriptomics profiling of human breast cancer. (**A**) Boxplot of CtBP2 expression level (logarithmic scale) in breast invasive carcinoma samples and matched normal samples retrieved from TCGA. (**B**) Hierarchical clustering and heatmap for CtBP2 target genes in invasive breast carcinoma compared to normal samples. The colors represent different expression levels that increase from green to red. (**C**) Circle spots show the most up-regulated (left panel) and downregulated (right panel) genes, and the cognate enriched pathways in human breast tissues. Up-circle pathways abbreviations: DNA SD (strand displacement); DNA syn and DNA rep (DNA synthesis involved in DNA repair); an SM (anatomical structure morphogenesis); BJT (bicellular tight junction assembly); CRG (cancer-related genes); RST p53 (regulation of signal transduction by p53 class mediator); and DNA Reply (DNA replication). Down-circle pathway abbreviations: NR Cell Prol (negative regulation of cell proliferation); MP (membrane depolarization); NR MAPK (negative regulation of MAP kinase activity); NRTranscr (negative regulation of transcription, DNA-templated); R Gluck (glucocorticoid response); BMP sig (BMP-signaling pathway); PR Wnt (positive regulation of canonical Wnt-signaling pathway); PR PPh (positive regulation of protein phosphorylation); DRB (defense response to bacterium); and Wnt sig (Wnt-signaling pathway).

**Figure 2:**
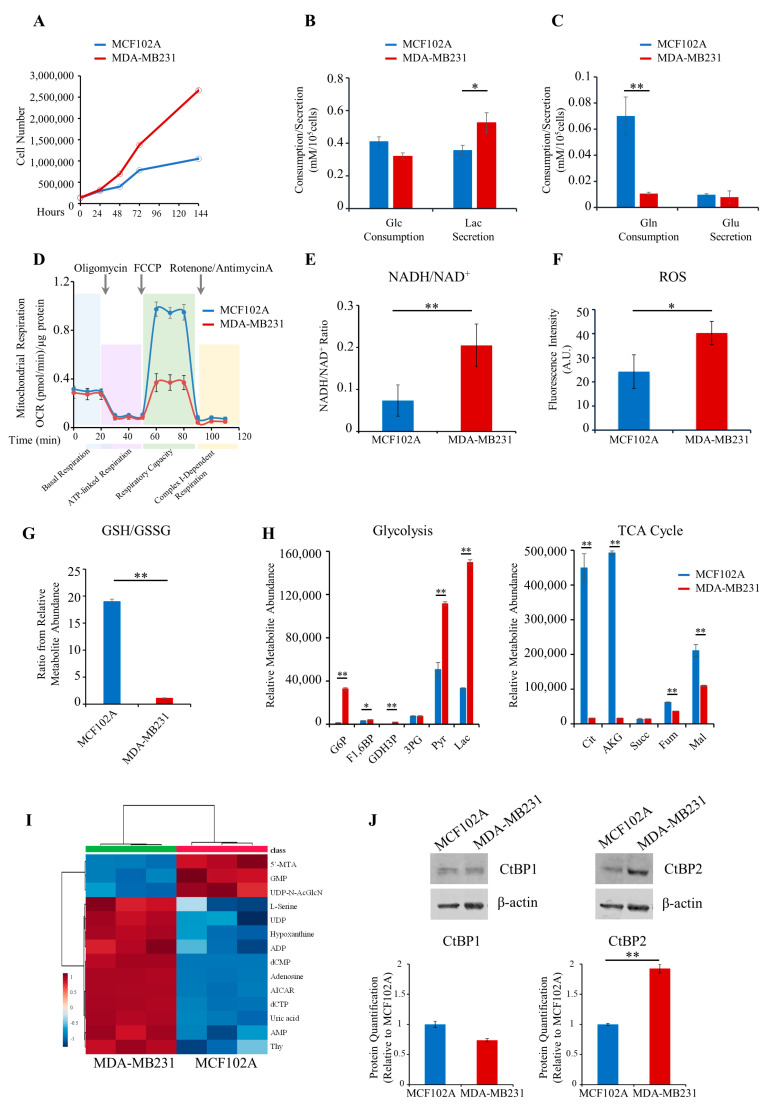
Metabolic phenotype characterization of the MDA-MB231 triple-negative breast cancer cell line. (**A**) Proliferation curves of MCF102A (–) and MDA-MB231 (–) cells. Cells were grown in 6-well plates in the appropriate growth medium. Cells were collected and counted at the indicated time points. (**B**,**C**) Extracellular uptake of Glc/Gln and secretion of Lac/Glu in MCF102A (–) and MDA-MB231 (–) cells grown for 48 h determined enzymatically using YSI2950 bioanalyzer. (**D**) Mitochondrial respiration reflected by OCR levels in MCF102A (–) and MDA-MB231 (–) cells under basal conditions or following the addition of the indicated drugs (*n* = 5). (**E**) NADH/NAD^+^ ratio in MCF102A (–) and MDA-MB231 (–) cells obtained by colorimetric assay (*n* = 9). (**F)** Intracellular ROS levels in MCF102A (–) and MDA-MB231 (–) cells measured by DCFDA staining. (**G**) GSH/GSSG ratio in MCF102A (–) and MDA-MB231 (–) cells based on relative abundance obtained by LC-MS analysis. (**H**) Relative metabolites abundance of the glycolysis (left panel) and TCA cycle (right panel) pathways in MCF102A (–) and MDA-MB231 (–) cells. (**I**) Untargeted metabolic profiling of MDA-MB231 and MCF102A cell lines grown in standard growth conditions. Hierarchical clustering heatmaps, obtained by Metaboanalyst 5.0, show significantly different intracellular metabolites by LC-MS. (**J**) Representative images of the western blot analysis of MCF102A and MDA-MB231 reporting CtBP1, CtBP2, and β-actin expression (upper panels) (relative uncropped western blot and densitometry signals can be found in File S2A). Relative densitometry analyses of CtBP1 and CtBP2 expression in the MDA-MB231 cell line compared to MCF102A (lower panels). Error bars indicate SD (*n* = 3, unless otherwise noted). ** *p*-value < 0.005; * *p*-value < 0.01.

**Figure 3:**
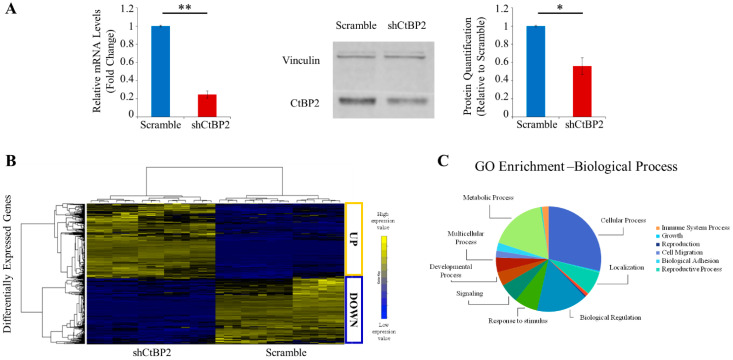

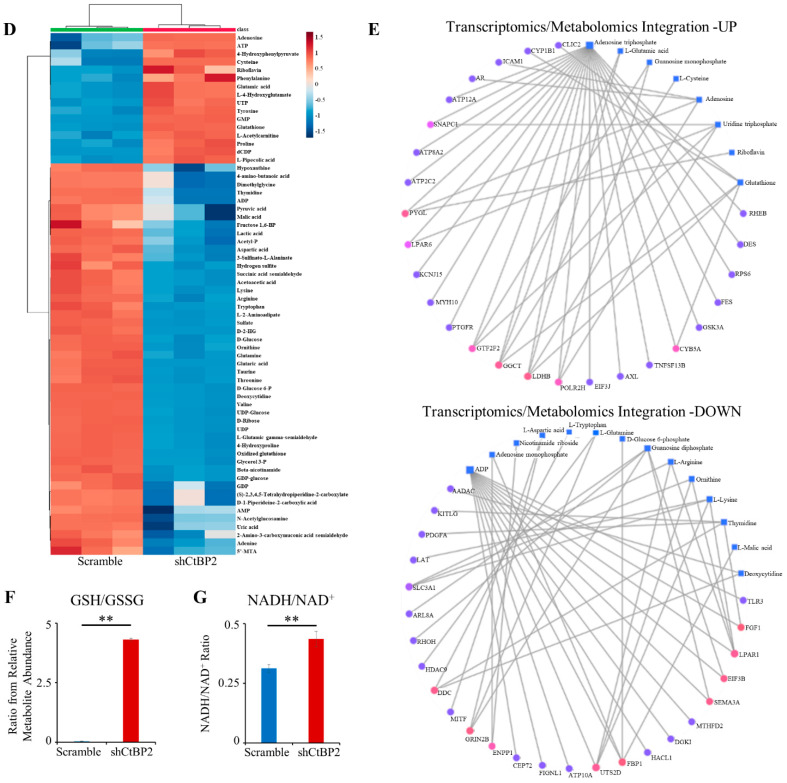
Transcriptomics/metabolomics integration of the shCtBP2 MDA-MB231 cell line. (**A**) mRNA levels expressed as a fold change of CtBP2 in shCtBP2 relative to scramble in MDA-MB231 cells, normalized for GAPDH mRNA expression (left panel); representative image of western blot analysis of MDA-MB231 cells, reporting CtBP2 and vinculin expression in shCtBP2 compared to scramble cells (middle panel); and relative densitometry analysis of CtBP2 expression in shCtBP2 relative to scramble cells (right panel) (relative uncropped western blot and densitometry signals can be found in File S2B). (**B**) Hierarchical clustering and heatmap of differentially expressed genes in MDA-MB231 cells between scramble and shCtBP2. The colors represent different expression levels that increase from blue to yellow. (**C**) Gene ontology enrichment analysis of the biological process of differentially expressed genes between MDA-MB231 scramble and shCtBP2 represented as a pie chart. (**D**) Untargeted metabolic profiling of MDA-MB231 scramble and shCtBP2 cells grown under standard growth conditions. Hierarchical clustering heatmap, obtained by Metaboanalyst 5.0, shows significantly different intracellular metabolites by LC-MS. (**E**) Gene–metabolite interaction networks of up (upper panel) and down (lower panel)-regulated genes, and metabolites in MDA-MB231 shCtBP2 cells compared to scramble cells, obtained by Metaboanalyst 5.0. Metabolites are represented as squares and genes are represented as circles. The size of the features corresponds to its node degree and the gene circle color corresponds to its betweenness centrality values (from fuchsia, which is the highest, to blue, which is the lowest). (**F**) GSH/GSSG ratio in MDA-MB231 scramble and shCtBP2 cells based on relative abundance obtained by LC-MS analysis. (**G**) NADH/NAD^+^ ratio in MDA-MB231 scramble and shCtBP2 cells obtained by colorimetric assay. Error bars indicate SD (*n* = 3). ** *p*-value < 0.005; * *p*-value < 0.01.

**Figure 4:**
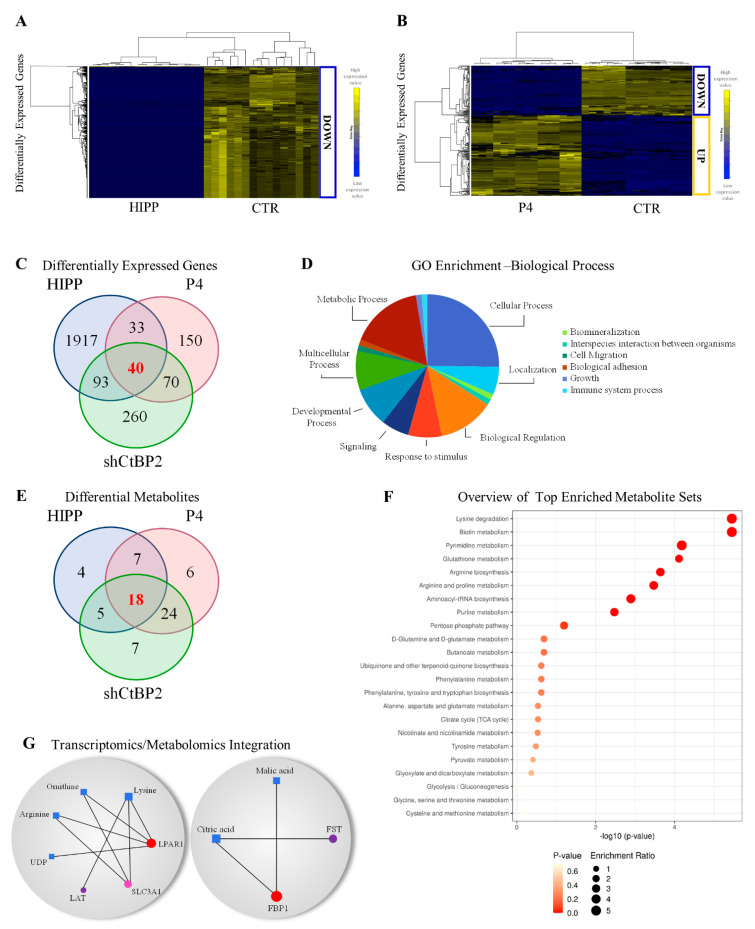
Transcriptomics/metabolomics integration of MDA-MB231 cells under HIPP and P4 chemical CtBP2 inhibitors. (**A**,**B**) Hierarchical clustering and heatmaps of differentially expressed genes in MDA-MB231 cells between the control and cells treated with HIPP (left), or the control and cells treated with P4 (right). The colors represent different expression levels that increase from blue to yellow. (**C**) Venn diagram of differentially expressed genes in HIPP, P4, and shCtBP2 compared to scramble. (**D**) Gene ontology enrichment analysis of the biological process of differentially expressed genes represented as a pie chart of the 40 common differentially expressed genes in HIPP, P4, and shCtBP2 vs. scramble cells. (**E**) Venn diagram of differential metabolites in HIPP, P4, and shCtBP2 compared to scramble. (**F**) Quantitative pathway enrichment of differential metabolites obtained by Metaboanalyst 5.0. (**G**) Gene–metabolite interaction networks of common differentially expressed genes and metabolites between HIPP, P4, and shCtBP2 compared to scramble obtained by Metaboanalyst 5.0. Metabolites are represented as squares and genes are represented as circles. The size of the features corresponds to its node degree and genes circle color corresponds to its betweenness centrality values (from red, which is the highest, to violet, which is the the lowest).

**Figure 5:**
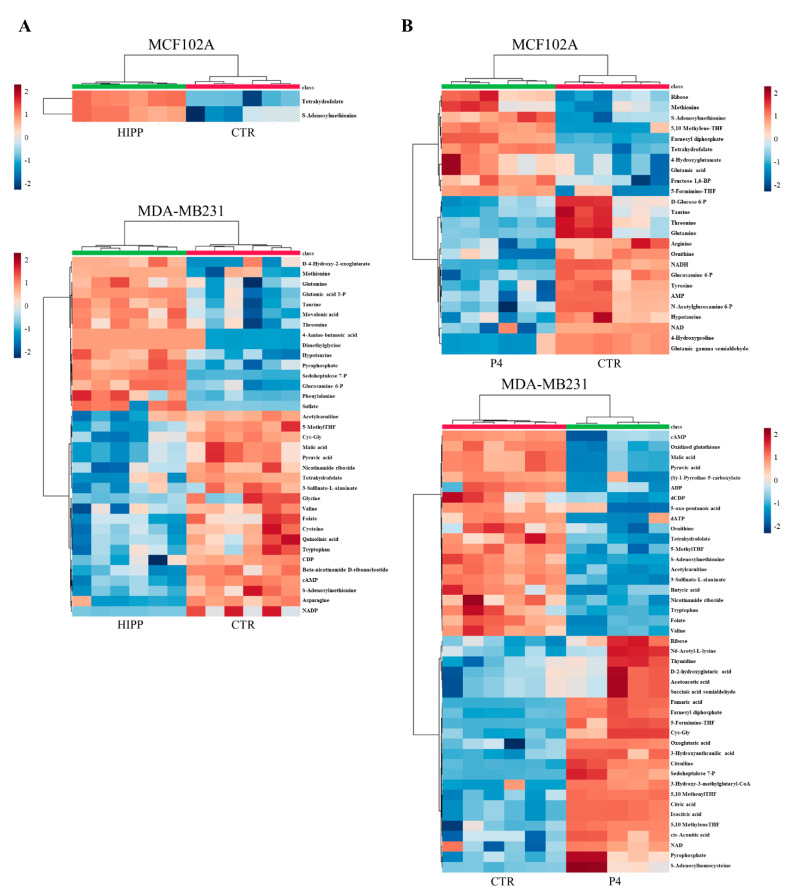
Metabolic profiling of MCF102A and MDA-MB231 under drug treatment. (**A**,**B**) Untargeted metabolic profiling of control and HIPP-treated MCF102A (upper panel) and MDA-MB231 (lower panel) cell lines (**A**), or control and P4-treated MCF102A (upper panel) and MDA-MB231 (lower panel) cell lines (**B**) grown in standard growth conditions. Hierarchical clustering heatmaps, obtained by Metaboanalyst 5.0, show significantly different intracellular metabolites detected by LC-MS.

**Figure 6:**
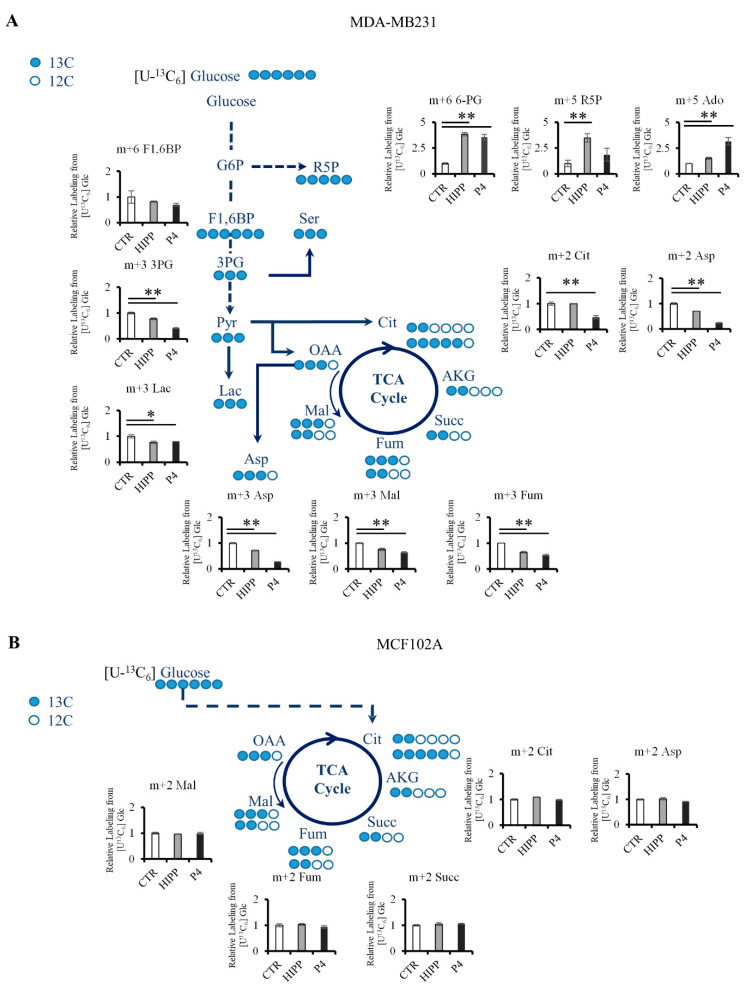
Glucose metabolic rewiring by (U-^13^C_6_) glucose labeling. (**A**,**B**) Atom transition map of (U-^13^C_6_) glucose (blue circles) used to detect metabolic changes of control or drug-treated MDA-MB231 (**A**) or MCF102A (**B**). Filled circles indicate 13C enrichment. ** *p*-value < 0.005; * *p*-value < 0.01.

## Data Availability

The data presented in this study are available in the article or Supplementary Files. Transcriptomics data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series using the following Genomic Spatial Event (GSE) accession number GSE178748.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13205058/s1, Figure S1: (A) Proliferation curves of MCF102A (**—**) (left panel) and MDA-MB231 (**—**) (right panel) cells, Figure S2: (A) Schematic representation of chemical compounds used to inhibit CtBP2, Figure S3: Venn diagrams of comparison between the CtBP2 target genes in the TCGA dataset and GEO_GSE37751 dataset, Table S1: List of primers sequences used for real-time PCR, Table S2: GAPDH mean threshold cycle in real-time PCR analysis for MDA-MB231 cells, File S1: This file contains extracted metabolite peak areas and sample group information obtained by MassHunter Profinder for all the metabolomics analysis performed, File S2: This file contains the images of uncropped blots related to Figure 2J (panel A) and Figure 3A (panel B), and relative densitometry analysis for each band performed using Image Studio Lite software, File S3: This table contains three sheets reporting the differentially expressed genes obtained for shCtBP2, HIPP, and P4, and compared to the control cells, along with their statistics (i.e., *p*-value, adjusted *p*-value (FDR), logarithmic fold-change, and up/down regulation), File S4.: This file contains the Student’s *t*-test analysis Excel sheets generated by Metaboanalyst 5.0 software for all the metabolomics analyses performed (i.e., *t*-statistic, *p*-value, logarithmic *p*-value, and adjusted *p*-value (FDR)), File S5: This table reports the results of the Venn diagram showed in Figure 4G, including the lists of the 40 common differentially expressed genes in HIPP, P4, and shCtBP2 vs. the control cells, together with the specific lists of each comparison, File S6: This file contains comparisons of the TCGA results obtained for CtBP2 target genes with those obtained from our cell line studies (scramble vs. shCtBP2, MDA-MB231 CTR vs. HIPP, and MDA-MB231 CTR vs. P4) and CtBP2 target genes’ expression in the GEO_GSE37751 dataset (i.e., *p*-value, adjusted *p*-value (FDR), logarithmic fold-change, and up/down regulation), File S7: In-house PCDL compound library used for targeted feature extraction.

## Abbreviations

3PG: 3-phosphoglycerate; 5,10 MethyleneTHF: 5,10 Methylenetetrahydrofolate; 5,10-MethenylTHF: 5,10-Methenyltetrahydrofolate; 5′-MethylTHF: 5′-Methyltetrahydrofolate; 5′-MTA: 5′-methylthioadenosine; 5-Formimino-THF: 5-Formiminotetrahydrofolate; 6-PG: 6-Phosphogluconic acid; Ado: adenosine; ADP: adenosine diphosphate; AKG: α-ketoglutaric acid; AMP: adenosine monophosphate; an SM: anatomical structure morphogenesis; Asp: aspartic acid; BMP sig: BMP-signaling pathway; BTJ: bicellular tight junction assembly; cAMP: cyclic-AMP; CDP: cytidine-diphosphate; Cit: citric acid; CRG: cancer-related genes; Cys: cysteine; D-2-HG: D-2-Hydroxyglutaric acid; dATP: deoxyadenosine-triphosphate; dCDP: deoxycytidine-diphosphate; dCMP: deoxycytidine-monophosphate; dCTP: deoxycytidine-triphosphate; DNA Repl: DNA replication; DNA SD: strand displacement; DNA syn and DNA rep: DNA synthesis involved in DNA repair; DRB: defense response to bacterium; F1,6BP: Fructose-1,6-bisphosphate; Fum: fumaric acid; G6P: glucose-6-phosphate; GDH3P: Glyceralaldehyde-3-phopsphate; GDP: Guanosine diphosphate; GFP: green fluorescent protein; Glc: glucose; Gln: glutamine; Glu: glutamic acid; Gly: glycine; GMP: guanosine monophosphate; GSH: glutathione; GSSG: oxidized glutathione; Lac: lactate; M P: membrane depolarization; Mal: malic acid; NR Cell Prol: negative regulation of cell proliferation; NR MAPK: negative regulation of MAP kinase activity; NRTranscr: negative regulation of transcription, DNA-templated; OAA: oxaloacetic acid; PR PPh: positive regulation of protein phosphorylation; PR Wnt: positive regulation of canonical Wnt-signaling pathway; Pyr: pyruvic acid; R Gluct: response to glucocorticoid; R5P: Ribose-5-phosphate; ROS: reactive oxygen species; RST p53: regulation of signal transduction by p53 class mediator; Ser: serine; Succ: succinic acid; TCA Cycle: Tricarboxylic acid cycle; Thy: thymidine; UDP: uridine diphosphate; UDP-N-AcGlcN: UDP-N-acetylglucosamine; and UTP: uridine triphosphate.

How the deposited data were processed for this re-analysis (not part of the article)

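Gene expression was measured in MDA-MB231 cells on 15 two-colour Agilent whole human genome arrays, with 5 biological replicates each for shCtBP2 cells and for cells treated for 24 h with HIPP or P4. Treated samples carried Cy5 and control samples Cy3 on every array, and the labels give untreated cells as the control. The authors scanned the arrays with Feature Extraction 9.5 and deposited, for each spot, the scanned mean signals and local backgrounds as intensity values without further processing. The authors' Feature Extraction run also made the deposited intensity values that are background-subtracted, and the processed intensity values that are background-corrected, detrended across the array and dye-normalized within the array by a linear and a lowess step. On 4595 to 9947 of the 45015 spots of an array the deposited log10 ratio was 0, in most cases with both signals replaced as described below. Elsewhere the deposited log10 values are the ratios of the processed Cy5 signal to the processed Cy3 signal of the same array. The series table holds the same deposited log10 ratios rounded to 3 digits. The deposited files write decimals with a comma, so the units recorded as other in the list of files are these intensity values and log10 ratios, read with a decimal comma. In the software's processing, dim signals are replaced by a surrogate value, which applied to both channels of 3089 to 8732 gene spots per array. Such spots were kept here with the ratio of their surrogate values, except with the values of the series table. The fitted slope of the log ratios of the spike-in controls on their stated ratios ran from 0.762 to 0.882 over the arrays, so that ratios were compressed.
Control spots and spots marked by the software as non-uniform or as outliers were left out, and saturated spots were to be kept, of which there were 0. Probes were assigned to genes by the identifiers in the array's annotation, which gave 30992 names for 41000 probes, of which 17519 are current gene symbols. Spots of a probe and probes of a gene were averaged as log2 of Cy5 over Cy3. Genes measured on at least 3 of 5 arrays were kept, without the 11% with the lowest interquartile range over the 10 channel signals of a treatment. Signal over background and the number of arrays limit the precision of the ratios.
The mean log2 ratio of each treatment was tested against 0 with limma (version 3.58.1, lmFit and eBayes, R 4.3.3) on the 15 arrays in one fit, with Benjamini-Hochberg adjustment over the genes tested, an adjusted p threshold of 0.05 and the paper's fold-change thresholds of 1.5 for shCtBP2, 2.5 for HIPP and 1.8 for P4. Differences between treatments were tested in the same fit with a fold of at least 1.5. All 5 gene lists were tested with limma's camera (preset correlation 0.01) in the 3 treatments, with adjustment over 15 tests. The lists hold genes that scavenge reactive oxygen species, genes of one-carbon metabolism, the CtBP2 target genes of the TCGA sheet of File S6, and genes of the integrated stress response and of the interferon response, which were chosen on reading the gene names in Files S3 and S5. Data handling used data.table 1.17.8, statmod 1.5.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.
The tests at the claims, the lists, the alternatives and the rule for naming genes were set before the data were examined, except 2 alternatives, the mean signals without background correction or dye normalization and the methods' test adjusted over genes past the fold threshold. Genes are named if the paper names them in its text, if they are among the 3 called genes with the largest positive or the 3 with the largest negative mean log2 ratio of a treatment that have a symbol and changed the same way on 5 arrays, if File S3 lists them as up-regulated with HIPP, if they are among the 5 called members of a list with the largest change, or if File S6 gives them for shCtBP2 or P4. The alternatives were normexp correction with loess, background-subtracted signals centered on the array median, the series table, the brightest probe of a gene, a filter on dim probes, no interquartile range filter, limma on the arrays of 1 treatment, the methods' test and its one-sample form (both adjusted over all genes, whereas the methods remove genes under the fold-change threshold first), adjustment over genes past the fold threshold, a single fold threshold, the fold of mean linear signals, replicate number or slide as a block, each replicate left out in turn, and for the lists fry and camera with estimated correlation.
Arrays of P4 and shCtBP2 with the same replicate number deviated together from their group means, with correlations across genes from 0.139 to 0.344 for the 5 pairs. Some arrays with different numbers correlated more, such as P4 replicate 1 with shCtBP2 replicate 2 (0.191, against 0.151 with shCtBP2 replicate 1). Of the 5 pairs of HIPP with each other treatment 1 was not over 0.1. Whether the numbers pair arrays of different treatments therefore stays open. The calls were also set against turned array directions (16 choices per treatment) and 100 splits of the arrays of each comparison, each group of 5 arrays was searched for an array apart with Dixon's test, and a control shared between arrays was simulated in 10 runs. The procedure was tested on simulated data with 200 genes changed by 2 on the log2 scale in each treatment. Of these, 191 were called for shCtBP2, 196 for HIPP and 194 for P4, with 18, 1 and 4 unchanged genes called. Between treatments, 312 of 398 changed genes were called for HIPP and shCtBP2, 326 of 397 for P4 and shCtBP2 and 316 of 397 for HIPP and P4. Metabolite, quantitative PCR, protein and TCGA measurements were not analysed here.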

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

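The tests of dye, slide, background correction and turned array directions for the integrated stress response list, and the share of genes with an array apart, were chosen after the results were seen.
On some arrays a value lay far from those of the other 4 arrays of its treatment. AURKAIP1 had a log2 ratio of −0.095 on shCtBP2 replicate 4, with 0.020 to 0.065 on the others. IFIT3 had −2.03 and HOPX −0.80 on HIPP replicate 2, with −1.45 to −1.27 and −1.35 to −1.20 on the others. EPSTI1 had −2.61 on P4 replicate 4, with −1.69 to −1.31 on the others. On P4 replicate 1, 5492 gene spots had surrogate values in both channels, against 4235 to 4579 on the others, and 265 gene spots were marked by the software, against 78 to 114. Of 119 groups of 5 ratios, 4 had such an array (3.36%), as had 2 of 24 groups of array measures, where chance gives about 1 in 20. The ratios may therefore be apart by chance, and no biological explanation was tested. Without the array concerned, IFIT3 with HIPP (−1.39) and EPSTI1 with P4 (−1.43) were still called. HOPX with HIPP (−1.30) and AURKAIP1 in shCtBP2 cells (0.042) were still not, the former being called from its brightest probe (−2.33), with slide as a block (−1.72) and at a fold threshold of 1.5.
The paper does not discuss the integrated stress response as a list. Of its 24 genes, 2 are also in another list tested here and 16 are among the genes that File S3 names from these samples, on whose names the list was chosen, so the counts below are not independent evidence. In shCtBP2 cells 16 of 22 tested genes were higher, with a median log2 ratio of 0.32 (limma camera adjusted p = 0.000238, from 2.29e-06 to 0.155 over the alternatives), and 5 were called higher, 5 when adjusted over the list alone. With HIPP 21 of 23 were higher, with a median of 1.51 (adjusted p = 6.72e-27, from 2.03e-33 to 0.00733), and 15 were called higher, 15 when adjusted over the list alone. With P4 22 of 23 were higher, with a median of 1.47 (adjusted p = 1.43e-56, from 8.24e-63 to 0.00320), and 20 were called higher, 20 when adjusted over the list alone.
In shCtBP2 cells, with HIPP and with P4, the log2 ratios were 0.69, 2.90 and 2.85 for NUPR1, 0.98, 2.00 and 2.81 for CTH, 1.10, 1.73 and 2.61 for DDIT4 and 0.26, 2.20 and 1.07 for ATF3. ATF3 was not called in shCtBP2 cells (limma adjusted p = 0.524). All other values were called, and each value was positive on 5 of 5 arrays except that of ATF3 in shCtBP2 cells (3 of 5). With normexp correction and loess NUPR1 in shCtBP2 cells (0.24) and ATF3 with HIPP (1.03) and P4 (0.73) were not called, and with P4 ATF3 was also not called with slide as a block (0.24).
A dye effect that is the same on every array cancels between treatments. The list was higher with HIPP than in shCtBP2 cells (median difference 1.11, adjusted p = 6.26e-18) and with P4 than in shCtBP2 cells (1.26, adjusted p = 7.45e-36), which argues against such an effect as the whole source with the inhibitors. It did not differ between HIPP and P4 (−0.081, adjusted p = 0.713). For shCtBP2 cells no difference isolates the treatment, so that a dye effect and the knockdown cannot be told apart for the median of 0.318. The fit with slide as a block (adjusted p = 0.000583, 3.96e-25 and 3.96e-25 for shCtBP2, HIPP and P4) argues against slide. The larger adjusted p of the normexp and the background-subtracted settings (0.000330, 5.53e-28 and 6.96e-53) argues against the authors' background correction and normalization. Of 16 choices of array directions, 1 gave a camera p as small in each treatment, the measured one, but 16 are too few to exclude chance. A stress response to the inhibitors is a candidate explanation, as a hypothesis found and tested on the same data. An effect of the vehicle stays open, since no arrays with vehicle alone were analysed here.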

How the results depend on the processing

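The settings of mean signals without background correction or dye normalization and of the methods' test adjusted over genes past the fold threshold were chosen after the data were seen. All other settings were set earlier, and the ranges given exclude these 2. A gene is called when it passes the adjusted threshold and the fold threshold of its treatment. Of the lists, the integrated stress response list passed with HIPP (adjusted p from 2.03e-33 to 0.00733) and with P4 (8.24e-63 to 0.00320) in every setting run, and in shCtBP2 cells in every setting (2.29e-06 to 0.155) except camera with the correlation estimated from the data (0.155). The adjusted p ran from 0.181 to 0.804, 0.247 to 0.998 and 0.0389 to 0.844 for the list of reactive oxygen species scavenging in shCtBP2 cells, with HIPP and with P4, from 0.0180 to 0.922, 1.12e-05 to 0.170 and 0.00123 to 0.155 for the interferon list, from 0.0278 to 0.678, 0.00414 to 0.899 and 1.96e-07 to 0.210 for the one-carbon list and from 0.000763 to 0.135, 1.18e-07 to 0.170 and 0.00964 to 0.577 for the CtBP2 target list. Below, the order of treatments is shCtBP2, HIPP and P4 unless stated.
With limma's normexp correction and loess, 269, 279 and 584 genes were called, 19 of them in all 3. Up-regulated genes made up 49.4% of them for shCtBP2 and 53.8% for HIPP. Between HIPP and shCtBP2 2531 genes differed (2032 shared with the values at the claims), between P4 and shCtBP2 1303 (987 shared) and between HIPP and P4 589 (438 shared). The scavenging list passed with P4 (0.0389), and the CtBP2 target list in shCtBP2 cells (0.0592) and the interferon list with HIPP (0.170) and P4 (0.124) no longer passed. Of 120 values of named genes, 37 were no longer called and 0 were newly called by limma. The cause was not tested.
On background-subtracted signals centered on each array's median, up-regulated genes made up 40.7%, 46.2% and 40.5% of the called genes, and 295 genes were called in all 3. NR3C2 in shCtBP2 cells (0.023) and CDK2AP1 with P4 (0.046) changed sign. The scavenging list changed direction in shCtBP2 cells (0.779), and the CtBP2 target list in shCtBP2 cells (0.0549) and the interferon list with HIPP (0.0674) and P4 (0.0674) no longer passed. On the values of the deposited series table these shares were 47.7%, 48.4% and 48.0%, and the interferon list passed neither with HIPP (0.0991) nor with P4 (0.0991). With the brightest probe of each gene the shares were 53.2% for shCtBP2 and 49.9% for HIPP, LAT in shCtBP2 cells (0.091) and CTBP1 with P4 (0.032) changed sign, and the interferon list passed neither with HIPP (0.0619) nor with P4 (0.0619). The cause was not tested.
On mean signals without background correction or dye normalization the median log2 ratio of all genes was −0.21, −0.42 and −0.26, against 0.038, 0.081 and 0.11 at the claims, so that directions there are relative to a shifted median. Called were 263 genes for shCtBP2 (250 shared) and 583 for P4 (527 shared), up-regulated genes made up 30.4%, 2.54% and 35.2% of the called genes, and 30 genes were called in all 3. Between HIPP and shCtBP2 945 genes differed, between P4 and shCtBP2 24 and between HIPP and P4 0 by limma, where 5095, 777 and 2810 passed the fold and the unadjusted threshold. CTBP2 (−0.090), NPC2 (−0.24) and AURKAIP1 (−0.48) with HIPP and GLDC with P4 (−0.0085) changed sign. Of 118 values of named genes, 27 were no longer called and 2 were newly called. The scavenging list passed in all 3 (0.000319, in the other direction, 0.00255 and 1.96e-05), and the one-carbon list passed in shCtBP2 cells (0.00478). The direction changed for the interferon list in shCtBP2 cells (0.121) and with P4 (0.830), the one-carbon list with HIPP (0.277) and the CtBP2 target list in all 3 (0.0309, 0.571 and 0.0912), and the interferon list with HIPP no longer passed (0.945). The cause was not tested.
A filter on dim probes left fewer genes to test. Up-regulated genes then made up 52.5%, 47.3% and 49.6% of the called genes, and the interferon list passed neither with HIPP (0.130) nor with P4 (0.117). Signal over background limits the fold changes, since 399 of the called genes in shCtBP2 cells, 110 with HIPP and 453 with P4 were well above background on fewer than 3 arrays. Without the interquartile range filter the CtBP2 target list in shCtBP2 cells (0.0622), the interferon list with HIPP (0.0741) and the one-carbon list with P4 (0.0639) no longer passed. The cause was not tested.
In a limma fit of the shCtBP2 arrays alone, 55.4% of the called genes were up-regulated. By the methods' test, which compares the channels as separate samples, adjusted over all genes, 969 genes for shCtBP2 (56.0% up-regulated) and 891 for P4 (46.6%) were called, 69 in all 3, and the share for HIPP was 44.4%. Adjusted only over genes past the fold threshold, it gave 1502, 1890 and 1840 genes (56.5%, 48.3% and 44.3% up-regulated), 164 in all 3. By its one-sample form the shares were 54.7%, 45.9% and 53.9%, with 1037 genes for P4 and 81 in all 3. With adjustment only over genes past the fold threshold, which tests fewer genes, 2756 were called for shCtBP2 (52.8% up-regulated). A single fold threshold of 1.5 let in genes with smaller changes: 8978 for HIPP (49.6% up-regulated), 4831 for P4 and 493 in all 3. With the fold taken from mean linear signals the shares were 52.2%, 54.1% and 52.9%, and NR3C2 in shCtBP2 cells (0.020) and CTBP1 with P4 (0.017) changed sign. Otherwise the cause was not tested.
Arrays with the same replicate number correlated across genes with a mean r of 0.201 over 15 pairs, against −0.0495 over 60 other pairs. Some arrays with different numbers correlated more than those with the same number, so whether the numbers pair arrays stays open. Arrays of different treatments on the same slide had a mean r of −0.154 over 7 pairs (−0.317 to 0.0751), against 0.0164 over 68 other pairs. None of the same-slide pairs lay on slide 1, which held P4 arrays alone, so they cannot decide on slide for P4. With replicate number as a block, 2223, 1943 and 2431 genes were called (49.8% of those in shCtBP2 cells up-regulated), 209 in all 3, and 2983 genes differed between P4 and shCtBP2 (2353 shared). SLC3A1 and GDF15 were newly called in shCtBP2 cells, the CtBP2 target list passed with HIPP (0.0488), and the block changed no other call of a named gene or list. With slide as a block, the shares were 50.1%, 49.2% and 45.1%, and of the genes called, 814, 1752 and 1103 were shared with those at the claims. In all 3, 106 genes were called. Between P4 and shCtBP2 521 genes differed and between HIPP and P4 5, where 6438 and 2832 passed the fold and the unadjusted threshold. Changes of sign in shCtBP2 cells were those of NPC2 (−0.28), NR3C2 (0.028), AURKAIP1 (−0.18), SLC3A1 (0.13) and SLC1A5 (0.22), and with P4 those of CTBP1 (0.24) and CDK2AP1 (0.62). The scavenging list changed direction in all 3 (0.181, 0.908 and 0.321), and the CtBP2 target list in shCtBP2 cells (0.135) and the one-carbon list with P4 (0.210) no longer passed. No slide held arrays of P4 and shCtBP2 together. The cause was not tested beyond that.
Under fry the interferon (0.0420) and one-carbon (0.0278) lists in shCtBP2 cells, the one-carbon (0.00414) and CtBP2 target (1.18e-07) lists with HIPP and the scavenging (0.0420) and CtBP2 target (0.00964) lists with P4 newly passed. Camera with estimated correlation let the CtBP2 target list pass with HIPP (0.0257). There the integrated stress response (0.155) and CtBP2 target (0.102) lists in shCtBP2 cells, the interferon list with HIPP (0.155) and P4 (0.155) and the one-carbon list with P4 (0.163) no longer passed, and the scavenging list with HIPP changed direction (0.844). The cause was not tested.
With each replicate left out in turn, 1295 to 1642, 1731 to 2232 and 2096 to 2807 genes were called, and 132 to 202 in all 3. Between treatments 4561 to 6117 (HIPP and shCtBP2), 1771 to 2609 (P4 and shCtBP2) and 1510 to 2588 (HIPP and P4) genes differed. The share of up-regulated genes ran from 49.0 to 52.5%, 47.5 to 49.2% and 50.2 to 52.1%. In shCtBP2 cells NPC2 ran from −0.0069 to 0.096 (lowest without replicate 5), NR3C2 from −0.13 to 0.072 (highest without replicate 1) and SLC7A5 from −0.085 to 0.0093 (highest without replicate 2). With P4 CTBP1 ran from −0.23 to 0.065 and CDK2AP1 from −0.22 to 0.054 (both highest without replicate 2). The adjusted p of the lists ran from 0.0180 to 0.674 for interferon in shCtBP2 cells (lowest without replicate 1), 0.0179 to 0.0614 for CtBP2 targets in shCtBP2 cells (highest without replicate 3), 0.0489 to 0.0891 for CtBP2 targets with HIPP (lowest without replicate 5), 0.436 to 0.926 for scavenging with HIPP, 0.0504 to 0.0959 for interferon with HIPP (past the threshold only with all arrays), 0.0121 to 0.0605 for interferon with P4 and 0.00493 to 0.0605 for one-carbon with P4 (both highest without replicate 1). These fits have fewer arrays.
Of the genes that changed sign in any setting, GLDC with P4 alone was called at the claims. The named gene values kept direction and call in 118 of 120 cases on background-subtracted signals, in 120 on the series table and without the interquartile range filter, in 111 by the methods' test adjusted over all genes, in 117 by that test adjusted over genes past the fold threshold and in 95 with slide as a block, where 15 were no longer called, 3 were newly called and 7 changed sign.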

Differences from the paper's values

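The counts and log2 ratios are set against those of the paper's text and of its File S3, whose smallest listed log ratios have sizes of 0.59 for shCtBP2, 1.32 for HIPP and 0.85 for P4, which are the log2 of the fold-change thresholds, so that both are on the log2 scale. Counts are taken to differ when one is over 1.5 times the other, and log2 ratios when the signs differ or the difference exceeds the SD between the arrays. Where no setting is named below, a difference by this rule was present under each of the alternatives set before the data were examined, though not always in the same direction. Tests of causes are given among the other observations and were chosen after the result was seen.
The paper's count of differentially expressed genes in shCtBP2 cells is 463 (247 up-regulated and 216 down-regulated), and here it was 1807 (920 and 887). It was 269 (133 and 136) with normexp correction and loess, smaller than the paper's. On mean signals without background correction or dye normalization, a setting chosen after seeing the values, 80 genes were up-regulated, fewer than in the paper, and 183 were down-regulated, a count that did not differ. The paper's counts with HIPP are 8 up-regulated and 2075 down-regulated genes, and here they were 947 and 997. At a single fold threshold of 1.5, 4524 genes were down-regulated, more than in the paper. On the same mean signals the count of down-regulated genes was 1575 and did not differ. The genes were mostly others, since 25 of the 1505 genes of File S3 found there were called (1.66%), against 5.86% of all genes. The paper's count with P4 is 293 (181 up-regulated and 112 down-regulated), and here it was 2333 (1184 and 1149). On the mean signals 205 genes were up-regulated and that count did not differ. The paper's number of genes common to the 3 comparisons is 40, and here it was 181, or 19 with normexp correction and loess, smaller than the paper's, or 30 on the mean signals, a count that did not differ.
The paper's log2 ratios in shCtBP2 cells are −1.06 for NPC2, −2.04 for TSPAN8, −0.66 for NR3C2 and 1.02 for AURKAIP1, and the values here were 0.047, −3.16, −0.0079 and 0.015. The paper's log2 ratios in shCtBP2 cells are −0.86 for CDK2AP1, −1.04 for ITGB1BP1, −1.16 for LAT and −1.25 for FBP1, and the values here were −0.53, −0.60, −0.17 and −2.70. The paper's log2 ratio in shCtBP2 cells is −0.648 for TFF1, and the value here was −1.74. The paper gives −0.844 for the ANKRD1 log2 ratio in shCtBP2 cells, and the value here was −1.35, with no such difference with slide as a block (−1.09) and without shCtBP2 replicate 4 (−1.20). The paper gives −1.31 for the LPAR1 log2 ratio in shCtBP2 cells, and the value here was −1.78, with no such difference on mean signals without background correction or dye normalization, chosen after seeing the values, (−1.21) and with slide as a block (−1.41). The paper gives −1.12 for the SLC3A1 log2 ratio in shCtBP2 cells, and the value here was −0.59, with no such difference without shCtBP2 replicate 1 (−0.73) and without shCtBP2 replicate 2 (−0.73). The paper gives −1.04 for the HOPX log2 ratio in shCtBP2 cells, and the value here was −2.78, with no such difference with normexp correction and loess (−0.56) and on mean signals without background correction or dye normalization, chosen after seeing the values, (−0.84). The paper gives 2.14 for the KLF8 log2 ratio in shCtBP2 cells, and the value here was 3.36, with no such difference with the fold of mean linear signals (3.01), with slide as a block (2.74), without shCtBP2 replicate 4 (3.20) and without shCtBP2 replicate 5 (3.05). The paper's log2 ratios with HIPP are −1.68 for NR3C2 and −2.1 for LAT, and the values here were −1.20 and 1.13. The paper gives −1.85 for the FST log2 ratio with HIPP, and the value here was −1.20, with no such difference on mean signals without background correction or dye normalization, chosen after seeing the values, (−1.80), without HIPP replicate 4 (−1.34) and without HIPP replicate 5 (−1.34). The paper gives −1.47 for the FBP1 log2 ratio with HIPP, and the value here was −1.06, with no such difference with slide as a block (−1.23), without HIPP replicate 1 (−1.18) and without HIPP replicate 4 (−1.11). The paper's log2 ratios with P4 are −1.06 for NPC2, −1.56 for TSPAN8, 1.07 for AURKAIP1 and −0.86 for CDK2AP1, and the values here were 0.22, −0.84, 0.11 and −0.11. The paper's log2 ratios with P4 are −0.886 for LAT and −0.902 for HDAC2, and the values here were 0.30 and 0.17. The paper gives −0.853 for the ANKRD1 log2 ratio with P4, and the value here was −1.43, with no such difference with the fold of mean linear signals (−1.35), without P4 replicate 2 (−1.25) and without P4 replicate 4 (−1.40). The paper gives −1.04 for the ITGB1BP1 log2 ratio with P4, and the value here was −0.58, with no such difference with slide as a block (−0.96). The paper gives 0.889 for the CEBPB log2 ratio with P4, and the value here was 1.34, with no such difference with normexp correction and loess (1.09) and on mean signals without background correction or dye normalization, chosen after seeing the values, (1.03).
The differences of 5 log2 ratios in shCtBP2 cells went the other way in some settings. With normexp correction and loess, the ratios of TSPAN8 (−0.98), LPAR1 (−0.89), FBP1 (−0.27) and KLF8 (0.90) were smaller in size than the paper's, and with slide as a block that of CDK2AP1 (−1.14) was larger. On mean signals, chosen after seeing the values, those of TSPAN8 (−1.35), FBP1 (−0.66) and KLF8 (0.84) were smaller.
For NPC2, NR3C2, AURKAIP, CDK2AP1 and ITGB1BP1 the paper names directions from quantitative mRNA expression, a measurement other than the arrays. It reads these as backing its transcriptomic results. The paper names NPC2 as down-regulated by all 3 perturbations, and on the arrays here it was called in none, with positive mean ratios. The paper names NR3C2, CDK2AP1 and ITGB1BP1 as up-regulated, and on the arrays here their mean log2 ratios were negative in all 3, down to −1.20 for NR3C2 with HIPP. NR3C2 was called lower with HIPP and P4 at a single fold threshold of 1.5, CDK2AP1 in shCtBP2 cells with slide as a block (−1.14), and ITGB1BP1 with P4 with slide as a block (−0.96) and with HIPP at the threshold of 1.5. On mean signals, chosen after seeing the values, ITGB1BP1 was called lower with HIPP (−1.38). The paper's File S3 also lists NR3C2, CDK2AP1 and ITGB1BP1 as lower, and its File S5 lists NPC2, ANKRD1, AURKAIP1, CDK2AP1 and ITGB1BP1 as common to shCtBP2 and P4 only. The log ratios that File S3 gives for NPC2, CDK2AP1 and ITGB1BP1 are identical for shCtBP2 and P4. The paper names AURKAIP as up-regulated, and here AURKAIP1 was within its spread of 0 and called in no setting run.
The paper takes TSPAN8 and FST as common to all 3. Here TSPAN8 was not called with P4, except without P4 replicate 2 (−0.85), 3 (−0.90) or 5 (−0.89) and at a threshold of 1.5. FST was not called with HIPP, except without HIPP replicate 4 or 5 (−1.34 each), at a threshold of 1.5 and on mean signals (−1.80), a setting chosen after seeing the values. The paper takes SLC3A1 as down-regulated in shCtBP2 cells, and here it was called there only without shCtBP2 replicate 1 or 2 (−0.73 each), with the filter on dim probes, with adjustment over genes past the fold threshold (by limma, or by the methods' test, the latter chosen after seeing the values) and with replicate number as a block. FBP1 was called lower with HIPP only at the threshold of 1.5 (−1.06). The paper takes LAT as down-regulated, and here it was positive with both inhibitors and called lower in no setting run. With HIPP it was called higher from its brightest probe (1.45) and at the threshold of 1.5.
The paper states that target genes higher in the TCGA tumors were down-regulated with HIPP. File S6 gives 21 genes for HIPP, and those higher in the tumors were not counted apart here. Over the whole list 11 were higher and 10 lower here, and 1 was called lower. The paper names HDAC2 as down-regulated with P4, and here it was higher (0.17) and not called. The paper states that pathways that scavenge reactive oxygen species are activated by all 3 perturbations. It cites its Figures 3 and 4 and, for silenced cells, higher GSH/GSSG and NADH/NAD+ ratios, which are metabolite measures. Here only mRNA of a list of scavenging genes was tested, which cannot contradict those ratios. Of this list 13 of 27 tested genes were higher in shCtBP2 cells, 13 of 31 with HIPP and 18 of 32 with P4. With P4 the list passed as higher under fry (0.0420) and with normexp correction and loess (0.0389), and its adjusted p ran from 0.0389 to 0.844. On mean signals, chosen after seeing the values, it passed as higher in shCtBP2 cells (0.000319), with HIPP (0.00255) and with P4 (1.96e-05). The paper reports a larger loss of CTBP2 mRNA by quantitative PCR, another measurement, than the 75.4% of the control that the arrays gave.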

Other observations

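The turned array directions for the lists, the tests on File S3, with the 2 kinds of signals without dye normalization, and the methods' test adjusted over genes past the fold threshold were chosen after the results were seen.
For the genes called in each treatment, 1 of 16 choices of array directions gave as many genes, the measured one, and 16 are too few to exclude chance. For the genes that differ between treatments, 100 splits of the arrays were drawn from all those possible. In each comparison 1 of 100 gave as many genes, the real one. Against shCtBP2 the other splits gave at most 1 gene for HIPP and 2 for P4, which argues against chance only if the replicate numbers do not pair the arrays. The splits do not keep pairs of arrays with the same replicate number, and whether the numbers pair arrays is not settled. Exchanges within such pairs alone would be too few to exclude chance, so it stays open for HIPP and P4. Between HIPP and P4 the real split gave 2216 genes and others 2120, 1592, 1529 and 1060, so that the real count does not stand clear of mixed groups. The 5754 genes that differed between HIPP and shCtBP2 with slide as a block argue against slide there. For P4 and shCtBP2 (521 genes) and HIPP and P4 (5 genes) slide and treatment cannot be told apart, since 4 of the 5 P4 arrays had a slide of their own.
The one-carbon list was higher with P4 (limma camera adjusted p = 0.00782, from 1.96e-07 to 0.210 over the alternatives). There 11 of 22 tested genes were higher, and the median log2 ratio of −0.018 was negative while the mean of 0.31 was positive. Called higher were 6 genes, 6 when adjusted over the list alone, among them ALDH1L2 (2.31, limma adjusted p = 4.31e-07), PSAT1 (1.58, 5.48e-08), MTHFD2 (1.51, 5.77e-07), GLDC (1.45, 0.0171) and PHGDH (1.03, 9.94e-06), each higher on 5 of 5 arrays. GLDC was not called without P4 replicate 2 (0.92), with slide as a block (1.09), in a fit of the P4 arrays alone or by the methods' test in either form when adjusted over all genes, though it was when that test was adjusted over genes past the fold threshold, and neither GLDC (0.19) nor ALDH1L2 (0.81) was with normexp correction and loess. In shCtBP2 cells (adjusted p = 0.462, median 0.043, 14 of 27 higher, 3 called, 3 over the list alone) and with HIPP (adjusted p = 0.290, median −0.26, 10 of 25 higher, 1 called, 1 over the list alone) the list did not pass. ALDH1L2 (1.33) and GLDC (1.92, with a control signal well above background on none of the arrays) were called in shCtBP2 cells, and neither was with normexp correction and loess, where GLDC did not pass the adjusted threshold, so that no bound is given for it. GLDC was also not called there with slide as a block (2.18) or by the methods' test in either form when adjusted over all genes, though it was when that test was adjusted over genes past the fold threshold. The list differed between P4 and shCtBP2 (adjusted p = 0.00555, median difference 0.0038) and between HIPP and P4 (0.00369, −0.35), but not between HIPP and shCtBP2 (0.312, −0.22). Of 16 choices of array directions 1 gave a p as small with P4, the measured one, which is too few to exclude chance.
The interferon list, 15 of whose 40 genes are in File S3, was lower with HIPP (camera adjusted p = 0.0458, from 1.12e-05 to 0.170 over the alternatives, 10 of 34 higher, median −0.34) and with P4 (0.0341, from 0.00123 to 0.155, 11 of 32 higher, median −0.19). It did not pass in shCtBP2 cells (0.256, from 0.0180 to 0.922, 14 of 34 higher, median −0.19), and it differed in no comparison of treatments (adjusted p = 0.312, 0.312 and 0.406). In shCtBP2 cells 3 genes were called higher and 5 lower (8 over the list alone), with HIPP 4 lower (4) and with P4 2 higher and 5 lower (7). With HIPP and P4, EPSTI1 had log2 ratios of −2.59 and −1.66 (bounds 1.12-fold and 1.20-fold lower) and IFIT1 −2.04 and −1.46. DDX60 (listed as FLJ20035) had −2.04 and −0.95 and IFIT3 −1.52 and −1.72. Each of these was called and lower on 5 of 5 arrays. RTP4 had −2.06 in shCtBP2 cells, called and lower on 5 of 5 arrays. With normexp correction and loess the calls of EPSTI1, DDX60, RTP4 and, with HIPP, IFIT3 were lost, that of EPSTI1 with P4 also with slide as a block and that of RTP4 also by the methods' test with either adjustment and in its one-sample form. As many as 3 of 16 choices of array directions gave a p as small with HIPP and 4 of 16 with P4, so that chance is not excluded. For the CtBP2 target list in shCtBP2 cells the number was 3 of 16. No biological explanation was tested for these lists.
Of the CtBP2 target list, VSNL1 (−2.26, limma adjusted p = 2.94e-07) and PPARG (−2.21, 1.60e-09) were called lower with HIPP, on 5 of 5 arrays, VSNL1 not with normexp correction and loess (−0.82). CTBP1 had a log2 ratio of −0.13 ± 0.34 (SD, n = 5, limma adjusted p = 0.487) with HIPP, with probe means from −0.59 to 1.06, and of −0.048 ± 0.45 (SD, n = 5, limma adjusted p = 0.821) with P4, each lower on 4 of 5 arrays. SIRT4 had 0.61 ± 0.15 (SD, n = 5, limma adjusted p = 0.0183) in shCtBP2 cells, higher on 5 of 5 arrays and called. Without shCtBP2 replicate 2 (0.59), 3 (0.59) or 4 (0.58) and with normexp correction and loess (0.20) it was not. SIRT4 had 0.33 ± 0.44 (SD, n = 5, limma adjusted p = 0.0955) with HIPP and 0.24 ± 0.41 (SD, n = 5, limma adjusted p = 0.237) with P4, higher on 4 of 5 arrays each and not called. GDF15, in none of the lists, had 0.59 ± 0.40 (SD, n = 5, limma adjusted p = 0.0929) in shCtBP2 cells and was not called. It was called there with replicate number as a block and with adjustment over genes past the fold threshold.
The paper's File S3, held here only in part for HIPP, lists 8 genes as up-regulated and 1991 as down-regulated with HIPP. Of the 1566 on the arrays, 297 went the listed way here (19.0%, r = 0.174 across genes), and 100 were called, 34 of them the listed way. For shCtBP2 314 of 396 went the listed way (79.3%, r = 0.695) and 175 were called, 171 the listed way. For P4 189 of 245 did (77.1%, r = 0.712) and 119 were called, 115 the listed way.
For HIPP, 64.1% of the listed genes were dim, against 25.2% of all genes. Of the 562 listed genes well above background 36.8% went the listed way, which argues against low signal as the whole source. Of the 1004 dim genes 8.96% did. Where both signals of a spot were replaced, its ratio here is that of 2 surrogate values. The directions of dim genes, and their part in the 19.0%, may therefore not be measured ones. The listed genes had a median log2 signal of 2.67, against 6.74 for all genes. On mean signals without background correction or dye normalization, 1419 of 1505 listed genes went the listed way (94.3%), while 92.2% of all genes were lower. Of these listed genes 25 were called there (1.66%), against 5.86% of all genes. On background-subtracted signals without dye normalization, 3324 of 22251 genes well above background were called lower and 258 higher, so the lack of dye normalization could give an excess of lower calls. Of the 524 genes listed as lower 12.8% were called lower there, against 14.9% of all, which argues against it as the whole source of which genes are listed. No biological explanation was tested, and the source stays open.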
